# Punicalagin Targets Atherosclerosis: Gene Expression Profiling of THP-1 Macrophages Treated with Punicalagin and Molecular Docking

**DOI:** 10.3390/cimb44050145

**Published:** 2022-05-12

**Authors:** Etimad Huwait, Sanaa Almowallad, Rehab Al-Massabi, Salma Saddeek, Kalamegam Gauthaman, Alexandre Prola

**Keywords:** atherosclerosis, THP-1 macrophages, punicalagin, gene expression, molecular docking

## Abstract

Atherosclerosis is an important cause of cardiovascular disorders worldwide. Natural botanical drugs have attracted attention due to their antioxidant, anti-inflammatory, and antiatherogenic properties in the treatment of atherosclerosis. Punicalagin is the major bioactive component of pomegranate peel, and has been shown to have antioxidant, anti-inflammatory, antiviral, anti proliferation, and anticancer properties. To explore its antiatherogenic properties at a molecular level, we investigated the genome-wide expression changes that occur in differentiated THP1 cells following treatment with a non-toxic dose of punicalagin. We also conducted a molecular docking simulation study to identify the molecular targets of punicalagin.

## 1. Introduction

Cardiovascular disease (CVD) is the leading cause of death worldwide [1,2]. One of the most important causes of CVD is atherosclerosis. Atherosclerosis is a progressive, chronic inflammatory condition characterized by the initiation and perpetuation of atherosclerotic lesions, which may erode or rupture leading to clinical events such as angina, myocardial infarction, or cerebrovascular attack [3]. It is initiated through the activation of the arterial endothelium by several risk factors leading to the recruitment of immune cells–particularly T-lymphocytes and monocytes. The latter differentiate into macrophages–a process that is accompanied by increased expression of scavenger receptors–and then transform into lipid-loaded foam cells [4]. Immune competent cells producing proinflammatory cytokines are abundant in atherosclerotic lesions and are proposed to play an important role in the progression of the disease [4,5].

Polyphenols are gaining increasing acceptance as therapeutic agents for use in diverse diseases, including CVD [6,7]. Polyphenols naturally exist in plants and plant products, including fruits, vegetables, nuts, herbs, cocoa, and tea. Historically, biologic actions of polyphenols have been attributed to antioxidant activities, but recent evidence suggests that immunomodulatory and vasodilatory properties of polyphenols may also contribute to CVD risk reduction [8]. Ellagitannins are a family of bioactive polyphenols found in fruits and nuts such as pomegranates, black raspberries, raspberries, strawberries, walnuts, and almonds [9]. Ellagitannins are hydrolysable tannins that release ellagic acid on hydrolysis. Pomegranate (*P. granatum* L.) juice, obtained by squeezing the whole fruit, has the highest concentration of ellagitannins than any commonly consumed juice, and contains the unique ellagitannin, punicalagin. Among the pomegranate ellagitannins, punicalagin is the largest polyphenol, and is reported to be responsible for more than half the potent antioxidant activity of the juice [10].

Several studies support the preventive and therapeutic effects of both pomegranates and punicalagin against atherosclerosis [11]. Pomegranate juice (PJ) supplementation has been shown to have potent antiatherogenic effects in healthy humans and in atherosclerotic mice, which may be attributable to its antioxidative properties [12]. PJ supplementation reduced atherosclerotic lesions by 44% and the number of foam cells were reduced in the lesions in atherosclerotic apoE-deficient mice compared to the control group. In addition, oral administration of PJ to hypercholesterolemic, LDL-receptor-deficient mice at various stages of the disease significantly reduced the progression of atherosclerosis [13].

Punicalagin is known for its hypoglycemic, cardioprotective, and antiatherogenic activities [14,15]. Punicalagin-rich pomegranate fruit extract has been shown to reverse the proatherogenic effects associated with perturbed flow in cellular models [16], to protect macrophage cells from lipid accumulation and foam cell formation, and to reduce the development of atherosclerosis [17]. Specifically, punicalagin binds to apolipoprotein B-100 and induces LDL influx into macrophages to a level that prevents their transformation into foam cells [18].

Punicalagin-rich extracts can retard the development of vascular dysfunction and atherosclerosis in early stages in subjects eating a fat-rich diet [12]. Punicalagin has been shown to attenuate LPS-induced inflammatory responses in RAW264.7 macrophages [13]. Supplementation with punicalagin and hydroxytyrosol exerted anti-atherosclerotic effects by improving endothelial function, blood pressure, and levels of circulating oxidized low-density lipoproteins (oxLDL)—an important marker of atherogenesis [14].

The antiatherogenic effect of punicalagin is believed to primarily stem from its antioxidant capacity [14]. However, antioxidant activity cannot be the sole explanation for punicalagin’s cellular effects, since it is poorly absorbed through the gut into the bloodstream and extensively metabolized in the small intestine, liver, and colon; thus, its bioavailability is often poor [19]. Recent studies suggest that the cellular effects of punicalagin can also be mediated by its interaction with specific proteins, or by its ability to modulate the expression of certain inflammatory mediators [18,20,21]. To begin filling the gaps that exist in understanding the mechanism of action of punicalagin as an antiatherogenic compound at the molecular level, we decided to combine molecular docking with microarray analysis on THP-1 macrophages.

## 2. Materials and Methods

### 2.1. Chemicals

Phorbol 12-myristate 13-acetate (PMA) (Cat No. P8139) and punicalagin (≥98% HPLC, Cat No. P0023) were obtained from Sigma-Aldrich, Saint Louis, MO, USA. Dimethyl sulfoxide (DMSO, D12345) was obtained from Invitrogen. A 10 μM main stock of punicalagin was prepared by diluting 10 milligrams of punicalagin with 921 μL of DMSO.

### 2.2. THP1 Cell Culture

THP-1 authenticated cell lines (RRID: CVCL_0006) (Homo sapiens monocytes) were a generous gift from Molecular Biomedicine Unit, King Faisal Specialist Hospital & Research Centre (KFSHRC), Riyadh, KSA. Cells were cultured in RPMI 1640 supplemented with 10% heat-inactivated FCS, 2 mmol/L glutamine, and 100 μg/mL penicillin-streptomycin. Cells were maintained in a humidified incubator at 37 °C, 5% (*v*/*v*) CO_2_. The cells were sub-cultured when they reached approximately 80% confluence (8 × 10^5^ cells/mL). To promote differentiation to macrophage, confluent THP-1 cells (5–8 × 10^5^ cells/mL) were treated with 160 nM PMA for 24 h [22]. An in vivo mice study had used 140 μg/100 μL (1.4 μg/μL) of punicalagin as subcutaneous dose [12]. We chose the 10 μM concentration of punicalagin based on earlier published [23] in vitro work and from our preliminary dose range determination studies, as well as by extrapolations of the in vivo study. Therefore, THP-1 cells were treated with 10 μM punicalagin for 24 h and control cells were treated with vehicle (Dimethyl sulfoxide), and their levels were maintained at non-toxic levels (0.025–0.05%) to the cells.

### 2.3. Total Cellular RNA Preparation from the Control and Treated THP1 Cells

Total RNA was isolated from ~2 × 10^6^ treated (punicalagin) and control (DMSO) THP-1 cells after harvesting them by scraping. Total RNA was extracted using a Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. RNA concentrations were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA).

### 2.4. Preparation of the Sense Strand DNA for Microarray Gene Expression Analysis

Transcriptional expression profiling was performed with Affymetrix GeneChips (Gene 1.0ST, Affymetrix, Santa Clara, CA, USA) according to the conventional Affymetrix eukaryotic RNA labelling protocol (Affymetrix). Briefly, 250 ng of total RNA isolated from the control (DMSO) and treated (punicalagin) THP1 cells was first converted to single-stranded sense strand DNA (cDNA) in two cycles using the whole transcript (WT) cDNA synthesis amplification kit and sample clean-up module. In the first cycle, the total RNA was converted to double-stranded cDNA using random hexamers tagged with a T7 promoter sequence. Each strand of the double-stranded cDNA was then used as a template to synthesize antisense RNA (cRNA). In the second cycle, the cRNA was reverse-transcribed into sense strand DNA in the presence of random hexamers (3 g/mL) and dNTPs mix (10 mM).

### 2.5. Sense Strand DNA Labelling and Hybridization Gene 1.0 S.T Arrays

The sense strand DNA was cleaned up using the sample clean-up kit and then cleaved into small fragments using a mixture of UDP and apurinic/apyrimidinic endonuclease 1. The fragmented sense strand DNA was then end-labelled through a terminal transferase reaction that incorporates biotinylated di-deoxynucleotides using the WT terminal labelling kit. The fragmented biotinylated sense strand DNA was then hybridized to the Affymetrix Human Gene 1.0S.T array at 45 °C for 16 h in a hybridization Oven 640. After hybridization, the arrays were stained and then washed in the Affymetrix Fluidics Station 450 under standard conditions. The stained arrays were then scanned at 532 nm using an Affymetrix GeneChip Scanner 3000, and CEL files for each array were generated using the Affymetrix Gene-Chip^®^ Operating Software (GCOS). GCOS defines the probe cells and computes an intensity for each cell; complete probe array images were saved with a data image file extension (.dat, cel).

### 2.6. Microarray Data Normalization and Analysis

Affymetrix CEL files were used for raw data for image analysis and probe quantification using Partek Genome Suit 7.0. Normalization was done with the Robust Multi-chip Average (RMA) program that processes a group of CEL files simultaneously. The default options of background correction, quantile normalization, and log transformation were used. Calculated raw probe intensity data was used to derive fold change and *p*-value. Principal component analysis (PCA) was performed on all probes to visualize high-dimensional data and assess quality control, as well as overall variance in gene expression between the two treatments. Analysis of variance (ANOVA) was applied on the complete data set and the list of differentially expressed genes (DEGs) was then generated using a false-discovery rate (FDR) of 0.05 with 2-fold change cut-off. Unsupervised two-dimensional average linkage hierarchical clustering was performed using Spearman’s correlation as a similarity matrix.

### 2.7. Molecular Pathway Analysis

Ingenuity Pathways Analysis (IPA) software version 338830M (Ingenuity Systems, Redwood City, CA, USA) was used to find significant canonical pathways, biological networks, biological functions, and phenotypes/disease associated with present study. DEGs along with their corresponding Affymetrix probe set ID/gene symbol/Entrez gene ID as clone identifiers, *p*-values, and fold change values were uploaded into IPA for functional analysis. The percentage and number of uploaded genes/molecules matching to genes of a canonical pathway were measured as Z-score, ratio, or Fisher’s exact test for significance. The Molecule Activity Predictor was employed to predict the activation or suppression effects of a gene/molecule on other molecules of pathway.

### 2.8. Real-Time PCR Validation

Validation of the microarray data using quantitative real-time PCR (qRT–PCR) was carried out in StepOnePlusTM RT-PCR System (ThermoFisher, Waltham, MA, USA). Total RNA isolated and quality checked for the microarray experiments was used for cDNA synthesis for the qRT–PCR experiments. Manufacturer’s protocol was followed for cDNA synthesis using ImProm-II™ Reverse Transcription System kit (Promega, Madison, WI, USA). The primer pairs listed in Table 1 were used for amplification of the appropriate target and endogenous control genes. All experiments were done in triplicates biological samples, data analyses were performed by Microsoft Excel 2010, and data were plotted by GraphPad Prism 8 (GraphPad Software, Inc., San Diego, CA, USA).

### 2.9. LXR/RXR Activation and Network Interaction

The LXR/RXR activation pathway in macrophage was generated using Ingenuity Target Explorer (QIAGEN, Inc., https://targetexplorer.ingenuity.com/ (accessed on 12 July 2021)). Network interaction between the 15 most differently expressed genes in (LXR/RXR) activation pathway was evaluated using GeneMANIA web tool (https://genemania.org/ (accessed on 16 July 2021)).

### 2.10. Molecular Docking

The X-ray crystal structure of all receptors selected for the study were downloaded from Protein Data Bank. Homology modeled structure of MSR1 macrophage scavenger receptor 1- 3D structure was modeled based on homology using SWISS-MODEL. The three-dimension structures of CD36, TLR4, MSR1, LRP1, NR1H3, PPARγ, and TRAF1 were defined as target macromolecules in Autodock Vina Wizard of (PyRx, RRID: SCR_018548) software. The three-dimensional structure of compounds (palmitic acid, GW3965, pinocembrin, lobeglitazone and punicalagin) were optimized in Discovery Studio Visualizer software (version 2.5) and defined as the ligands for docking using PyRx. The active site analysis was conducted by calculating (x, y, and z coordinates) of palmitic acid, GW3965, pinocembrin, and lobeglitazone in the PyRx software for CD36, NR1H3, TLR4, and PPARγ, respectively. Entire receptors surfaces were used for identifying the active site in the case of MSR1, LRP1, and TRAF1. Blind docking was performed for the receptors MSR1, LRP1, and TRAF1 as no ligands were known. Coordinates of (centre_x, y, z) and dimensions in A (x, y, z) were maximized to cover the entire receptor structure to identify the active site/docking sites. Energy minimization was performed using the “uff” forcefield and conjugate gradients optimization algorithm for standard and test compounds before docking.

## 3. Results

### 3.1. Normalization and Visualization

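THP-1 is a human monocytic leukaemia line whose cells take on a macrophage form after treatment with PMA, a phorbol ester. The cells were differentiated with 160 nM PMA for 24 h and then received either DMSO, the solvent, or 10 µM punicalagin, an ellagitannin of pomegranate, for 24 h. Each treatment was run on cells of passages 6, 7 and 8, which gave 3 DMSO arrays and 3 punicalagin arrays. A DMSO array and a punicalagin array of the same passage were taken as a pair, and replicates 1, 2 and 3 of each group stand for the passages in that order. RNA was hybridized to Affymetrix Human Gene 1.0 ST arrays, which read each transcript through probes spread along its length and summarise them as a transcript cluster. The deposited values are log2 intensities that the authors obtained with RMA, which corrects for background, equalises the distribution of intensities between arrays and summarises the probes of each cluster. The median of an array lay between 5.14 and 5.25, and no further normalization was applied. Of 33297 transcript clusters in the deposited table, 21214 carried a gene symbol and were tested, 19460 of them with exactly 1 symbol. A gene with several clusters is represented by the cluster with the highest mean, unless another cluster is named. The difference between punicalagin and DMSO was fitted with limma, and a cluster was taken as changed at an adjusted p under 0.05 over all clusters tested. Groups of genes were compared with all other clusters by limma's camera. The number of arrays, n = 3 per group, limits the precision of every value. Arrays of cells treated with myricetin or quercetin belong to the same series, but the paper does not report them.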

Microarray data were initially visualized using a principal components analysis scatter (PCA) plot (Figure 1). The data from the control group (n = 3) are shown in red, whereas those in the treated group (n = 3) are indicated in blue. Each ball represents gene expression data generated from a sample that was applied on a gene chip. The results of PCA of transcriptomic data as per their overall expression pattern showed that the samples from the same type of treatment cluster together. 

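The punicalagin arrays were separated from the DMSO arrays in genes such as CD36, a receptor for oxidized LDL and long-chain fatty acids, and MT2A, a metal-binding metallothionein. The log2 intensity of CD36 lay between 10.3 and 10.6 in the punicalagin arrays and between 5.54 and 6.66 in the DMSO arrays (n = 3 per group). MT2A moved the other way, between 7.55 and 8.32 with punicalagin and between 9.24 and 10.1 with DMSO. Over all 33297 clusters of the deposited table, with or without a symbol, the first 3 principal components of the centred values held 34.5%, 29.7% and 16.4% of the variance. The treatment groups were parted along the second component. There the punicalagin arrays scored 34.9, 41.0 and 1.38 and the DMSO arrays -0.73, -37.4 and -39.2 for passages 6, 7 and 8, so that the gap between the groups was 2.11. With the clusters scaled to unit variance the gap was 22.1, and without the clusters below the median of intensity 34.0. The first component did not separate the treatments.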

From the plot, sample outliers were not detected both in the control and in treated group. 

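The DMSO array of passage 6 held more RNA of inflammatory cytokines and other NF-κB targets than the other DMSO arrays. Its log2 intensity exceeded their mean by 2.80 for IL1A, which encodes interleukin-1α, by 1.89 for TNF, and by 1.86 for PTGS2, an enzyme of prostaglandin synthesis. Of 34 NF-κB inflammatory genes, 31 were higher in this array, with a median difference of 0.52. The same was seen in 15 of 17 immediate early genes (median 0.60), 57 of 61 genes of ribosomal proteins (median 0.47) and 13 of 14 heat shock genes (median 0.46). Genes of proliferation were lower in it in 24 of 32 cases (median -0.20). FABP4, a fatty acid-binding protein, was higher by 2.41, and the small nuclear RNA RNU4-2 by 3.48, while ANKRD36 differed by -2.65. These are values of a single array, so no test was made. On the first principal component this array scored -72.8, whereas the other DMSO and punicalagin arrays scored between 6.59 and 32.7. Its mean Pearson correlation with the other arrays was 0.967, against 0.976 to 0.978 for each of the others.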

The control group is also distinguishably separated from those of the treated samples.

Figure 2 shows hierarchical clustering of differentially expressed genes in THP1 macrophages in response to treatment with punicalagin. Each lane represents an array. Up-regulated genes in treated samples are shown in red, and down-regulated genes are shown in purple. The pattern of gene expression was similar in the biological replicates. 

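Spread between replicates differed from gene to gene and between the groups. MMP1, the interstitial collagenase, had a log2 intensity of 6.93 ± 1.10 (SD, n = 3) in the DMSO arrays and 9.44 ± 0.17 (SD, n = 3) in the punicalagin arrays. SDC2, a heparan sulfate proteoglycan of the cell surface, varied little in either group, at 8.44 ± 0.10 with DMSO and 10.40 ± 0.15 with punicalagin. TIMP2, an inhibitor of matrix metalloproteinases, was as even, at 8.66 ± 0.05 and 10.02 ± 0.09. C3AR1, the receptor for complement C3a, spread more with punicalagin, at 6.84 ± 0.97, than with DMSO, at 4.51 ± 0.45. Over all clusters the median SD was 0.21 for DMSO and 0.19 for punicalagin. A hierarchical tree of the 6 arrays first set apart the DMSO array of passage 6 and then placed the other DMSO arrays in one branch and the punicalagin arrays in another. The mean distance between arrays, taken as 1 minus Spearman's rho, was 0.0266 between the groups and 0.0222 within them. This difference of 0.00433 had an exact permutation p of 0.2 (one-sided). The smallest p that 3 arrays against 3 allow here is 0.1.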

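Punicalagin raised the RNA of many more genes than it lowered. Genes of lipid uptake, cholesterol synthesis and the extracellular matrix were among those that rose. Of 15 genes in the metallothionein group 2 fell, and of 34 NF-κB target genes 6 fell and 1 rose. At an adjusted p under 0.05 from limma, 452 transcript clusters rose and 42 fell, which is 2.33% of the 21214 tested. Counted by gene, 410 rose and 37 fell, and each of them moved the same way in all 3 passage pairs. A change of at least 2-fold was reached by 302 of the clusters that rose and 18 of those that fell. Of 37 gene groups listed in advance from general knowledge, 15 were higher and 3 lower than the other clusters by camera, and 7 of these 18 passed with an estimated correlation between genes. The groups that were higher take in cholesterol synthesis, targets of SREBP2, LXR and PPARγ, scavenger receptors, lysosome, ER chaperones, integrins, matrix proteases and extracellular matrix. Of these, cholesterol synthesis, lysosome and matrix proteases lost their call (adjusted p = 0.0777, 0.0761 and 0.0587 with an estimated correlation), as did the metallothionein and NF-κB groups, which were lower (adjusted p = 0.191 and 0.349 with an estimated correlation). At the criteria of the paper, an unadjusted p under 0.05 and a change over 2-fold, limma called 377 clusters higher and 32 lower, and the methods' t-test 350 and 24. That test stands for the paper's analysis of variance, which is the same for 2 groups, and p is taken as unadjusted since the paper's results name no adjustment beside it. The total of 494 clusters dropped to 127 without punicalagin replicate 2, to 131 without punicalagin replicate 1 and to 165 without DMSO replicate 2. Without DMSO replicate 1, the array of passage 6 that stands apart, 519 rose and 141 fell, and without DMSO replicate 3 the number that fell was 26. When all 33297 clusters were tested, with or without a symbol, 196 rose and 10 fell, and 173 of the 494 were among them.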

Comparison of the genome-wide expression of treated and control groups by ANOVA revealed 373 differentially expressed genes, including 347 up-regulated and 26 down-regulated with a cut-off of *p* value < 0.05 and fold change more than ±2 (Supplementary Table S1). The top 20 up- and down-regulated genes are represented in Table 2 and Table 3, respectively. FABP4, CD36, MSR1, LPL, and TDO2 were upregulated more than ten-fold in the treated population. 

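Several of the genes that rose most act in the uptake and storage of lipids. FABP4, which carries fatty acids in the cytosol, rose from 3.62 ± 1.39 to 8.91 ± 0.17 (mean log2 intensity ± SD, n = 3 arrays per group), a 39.3-fold change (log2 change 5.29, standard error 0.56, adjusted p = 0.00259 from limma). Its values in the DMSO arrays of passages 7 and 8, 2.90 and 2.73, lay below the lower quartile of these arrays, 3.63 in both, and no detection calls come with the data, so the size of this fold is uncertain. CD36 rose 20.0-fold (log2 change 4.32, standard error 0.26, adjusted p = 6.90e-04). MSR1, the class A scavenger receptor that takes up modified LDL, went from 7.02 ± 0.75 to 11.06 ± 0.09, or 16.5-fold. LPL, the lipase that releases fatty acids from lipoproteins, changed from 7.66 ± 0.64 to 10.97 ± 0.15, which is 9.89-fold (adjusted p = 0.00118). TDO2, an enzyme that degrades tryptophan, rose from 4.52 ± 0.97 to 7.62 ± 0.66, or 8.60-fold (log2 change 3.10, standard error 0.47, adjusted p = 0.0131).
Other genes with large rises were SERPINE2, an inhibitor of serine proteases (7.43-fold), SLC8A1, a sodium and calcium exchanger (7.31-fold), DDIT4L, an inhibitor of mTOR signalling (6.66-fold), SERPINI1, another protease inhibitor (5.76-fold), and GLDN, a secreted adhesion protein (5.76-fold). All 10 up-regulated genes of Table 2 rose (10 when adjusted over the list alone), which is not independent evidence, since the study chose them on these arrays. In the DMSO array of passage 6, 8 of these 10 genes were above the other DMSO arrays, and the median difference over the 10 was 0.94. Without that array, DMSO replicate 1, the change of FABP4 was 68.5-fold. This fold rests only on DMSO values below the lower quartile, so its size is uncertain. TDO2 did not pass without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, with an adjusted p of up to 0.0981.

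**Figure D1:**
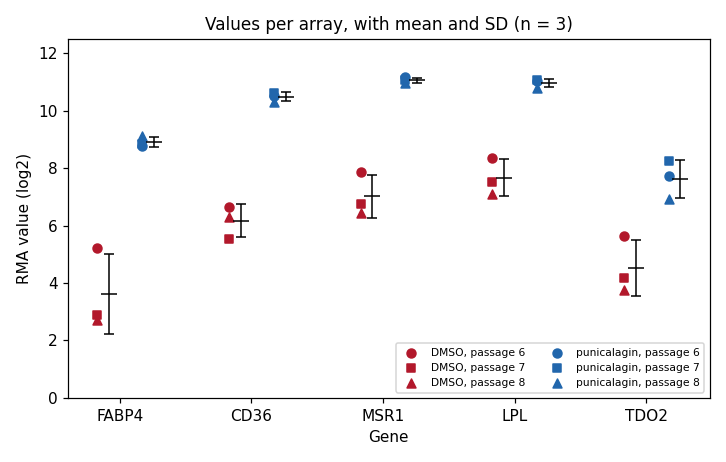
RMA log2 intensity (vertical axis) of FABP4, CD36, MSR1, LPL and TDO2 in each array, DMSO in red and punicalagin in blue, with circles, squares and triangles for passages 6, 7 and 8 and bars for the mean and SD (n = 3). Every punicalagin array lies above every DMSO array for each of the 5 genes.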

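Metallothioneins are small proteins that bind zinc and copper, and their genes are induced by metals and glucocorticoids. MT2A was read by 3 transcript clusters, and its RNA fell in each of them. In cluster 8095362, the one with the highest signal, it went from 9.62 ± 0.47 with DMSO to 7.98 ± 0.39 with punicalagin (mean log2 intensity ± SD, n = 3), a log2 change of -1.63 (standard error 0.27, adjusted p = 0.0181 from limma). In cluster 7995783 it went from 8.28 ± 0.76 to 4.80 ± 0.33, a log2 change of -3.48 (adjusted p = 0.00216), and in cluster 8095376 the log2 change was -1.36 (adjusted p = 0.0405). MT1G fell by 0.85 on the log2 scale (standard error 0.17, adjusted p = 0.0339). MT1X had a log2 change of -0.90 and did not pass (adjusted p = 0.0959), but passed with the passage as a block (adjusted p = 0.0314, over the alternatives 0.00510 to 0.411).
The metallothionein group lists 18 genes, SLC30A1, a zinc exporter, among them, and 15 were measured by a cluster of their own symbol, 14 of these metallothionein genes or pseudogenes. Among these 15, 2 fell (6 when adjusted over the list alone), none rose, and 14, all but SLC30A1, had a negative change, with a median of -0.43. The group was lower than the other clusters by camera (adjusted p = 2.68e-06), but not with an estimated correlation (adjusted p = 0.191 with an estimated correlation). The DMSO array of passage 6 was above the other DMSO arrays in 13 of these 15 genes, by a median of 0.20. Neither MT2A in its main cluster nor MT1G passed without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, with adjusted p of up to 0.103 and 0.167. MT2A in cluster 7995783 passed whichever array was left out (adjusted p of up to 0.0286), and in cluster 8095376 it did not without these arrays or punicalagin replicate 3 (up to 0.188). With the passage as a block the adjusted p of MT1G was 0.0558 (over the alternatives 0.00567 to 0.247).
Among the 10 down-regulated genes of Table 3, 8 were measured by a cluster of their own symbol, and 6 of them fell (8 when adjusted over the list alone), which is not independent evidence. FKBP5, another of the 10, shares its cluster with LOC285847, and that cluster had a log2 change of -1.32. MYBPH, a myosin-binding protein, went from 7.97 ± 0.45 to 6.55 ± 0.22, a log2 change of -1.42 (standard error 0.23, adjusted p = 0.0177). SNORD1A, a small nucleolar RNA, and SLX9, the present symbol of FAM207A, had log2 changes of -1.14 and -1.07 and did not pass (adjusted p = 0.0903 and 0.116). Together the 8 had a median of -1.34 (camera adjusted p = 8.98e-13), which is not independent evidence either, since the study chose them on these arrays. The number that fell was 3 without DMSO replicate 2, 1 without punicalagin replicate 1 and 2 without punicalagin replicate 2, and MYBPH did not pass without either of these punicalagin arrays (adjusted p of up to 0.111).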

Genes that were significantly downregulated include metallothionein genes MT2A and MT1P1.

### 3.2. Identification of Canonical Pathways and Associated Disease Functions

Ingenuity pathway analysis (IPA) on the 373 upregulated genes was carried out to elucidate the affected biological processes. This analysis revealed canonical pathways such as Cholesterol Biosynthesis I, II, III, super pathway of cholesterol biosynthesis, and LXR/RXR activation, (Table 4, Figure 3) (Supplementary Table S2). 

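Several enzymes of cholesterol synthesis rose with punicalagin. DHCR7, which catalyses the last step to cholesterol, rose 4.99-fold, from 6.50 ± 0.36 to 8.82 ± 0.65 (mean log2 intensity ± SD, n = 3; adjusted p = 0.00757 from limma). CYP51A1, the lanosterol demethylase, rose 3.54-fold (log2 change 1.82, standard error 0.18, adjusted p = 0.00200). MSMO1 and EBP, which modify later sterols, rose 3.41-fold and 3.39-fold. Of 17 measured genes of cholesterol synthesis, 7 rose and none fell (12 higher when adjusted over the list alone), and all 17 had a positive change, with a median log2 change of 0.82. By camera the group was higher than the other clusters (adjusted p = 1.13e-14, and adjusted p = 0.0777 with an estimated correlation). It holds genes that Table 4 names, so this is not wholly independent evidence.
Other targets of SREBP2, the transcription factor that senses sterols, rose in 3 of 10 cases (7 when adjusted over the list alone). They were FADS2, a fatty acid desaturase, STARD4, a carrier of cholesterol (log2 change 0.96, standard error 0.16), and SREBF2, the gene of SREBP2 itself (log2 change 0.94, standard error 0.16). This group was higher by camera (adjusted p = 2.32e-09). Among 14 measured targets of LXR, the nuclear receptor for oxysterols, 6 rose and none fell (10 higher when adjusted over the list alone). The median log2 change of the LXR targets was 0.80 (camera adjusted p = 2.96e-13). The apolipoprotein gene APOC1 rose 3.84-fold (log2 change 1.94, standard error 0.15, adjusted p = 8.38e-04) and the cholesterol transporter gene ABCG1 rose 2.96-fold (log2 change 1.56, standard error 0.26, adjusted p = 0.0183). APOE, which loads lipoproteins with lipid, had a log2 change of 1.28 (adjusted p = 0.0902, and 0.0326 with the passage as a block, over the alternatives 0.0137 to 0.446).
All 6 measured genes that Table 4 gives for cholesterol biosynthesis rose (6 when adjusted over the list alone), as did 11 of 13 that it gives for LXR/RXR activation (13 when adjusted over the list alone), which is not independent evidence. Besides APOE, the LXR/RXR gene that did not pass was LY96, the TLR4 co-receptor (log2 change 1.33, adjusted p = 0.0503, and 0.0496 with the passage as a block, over the alternatives 0.00642 to 0.379). Without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 or punicalagin replicate 2, 3, 4, 2 and 3 genes of cholesterol synthesis rose, MSMO1 not among them (adjusted p of up to 0.192). The other SREBP2 targets that rose numbered 1, 1 and 0 without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, when neither STARD4 nor SREBF2 passed (up to 0.108 and 0.113), and 5 without punicalagin replicate 3. Without either of punicalagin replicates 1 and 2, 3 LXR targets rose and ABCG1 did not pass (up to 0.118), and DHCR7 did not pass without the first of these (adjusted p = 0.0552). Of the genes of Table 4, those of cholesterol biosynthesis that rose numbered 3, 4, 2 and 3 without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 or punicalagin replicate 2, and those of LXR/RXR activation 7 without punicalagin replicate 2.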

Network interaction between the 15 most differently expressed genes in (LXR/RXR) the activation pathway is represented in (Figure 4), showing 20 related genes and 301 total links related to the LXR/RXR pathway. IPA also revealed cell movement, migration of cells, leukocyte migration, non-hematological solid tumor, non-hematologic malignant neoplasm, development of vasculature, cancer, solid tumor, malignant solid tumor, synthesis of lipid, etc., as most associated diseases or functions (Supplementary Tables S3 and S4).

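Several receptors that guide leukocytes and several genes that build and cut the extracellular matrix rose with punicalagin. C3AR1 rose 5.03-fold (log2 change 2.33, standard error 0.43, adjusted p = 0.0286 from limma, n = 3 per group) and C5AR1, the receptor for complement C5a, 3.28-fold. GPR183, which steers immune cells along oxysterols, rose 3.03-fold, from 4.52 ± 0.34 to 6.12 ± 0.18 (mean log2 intensity ± SD). CXCR4, the receptor for CXCL12, rose 2.35-fold. Of 20 measured genes of chemotactic receptors and migration, 5 rose and none fell (8 higher when adjusted over the list alone), among them CYSLTR1, a leukotriene receptor. Their median log2 change was 0.23 (camera adjusted p = 1.85e-05, and adjusted p = 0.183 with an estimated correlation). Without DMSO replicate 3 this median was 0.44 (camera adjusted p = 2.55e-05).
Matrix proteases and their inhibitors rose in 8 of 20 cases and fell in none (14 higher when adjusted over the list alone; median 0.98). ADAMTS1, a protease that cleaves proteoglycans, rose 4.07-fold (log2 change 2.02, standard error 0.14, adjusted p = 6.90e-04), and MMP8, the neutrophil collagenase, 3.07-fold. The DMSO mean of MMP8, 2.83, lies below the lower quartile of every array, so the size of its fold is uncertain. This group passed by camera (adjusted p = 7.24e-16), with an adjusted p = 0.0587 with an estimated correlation. In the DMSO array of passage 6, 17 of its 20 genes were above the other DMSO arrays, by a median of 0.47. Extracellular matrix genes rose in 9 of 20 cases (11 when adjusted over the list alone; camera adjusted p = 1.16e-14). Among them were SPP1, which encodes osteopontin (4.03-fold), FN1, fibronectin (3.95-fold), and the basement membrane collagens COL4A1 (3.55-fold) and COL4A2 (3.33-fold).
Of the genes in Table 4, 14 of 15 measured for hepatic fibrosis and 8 of 8 for inhibition of matrix metalloproteases rose (15 and 8 when adjusted over the list alone). So did 9 of 10 for phagosome formation and 4 of 7 for caveolar endocytosis (10 and 7 when adjusted over the list alone), and none of these counts is independent evidence. Without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, the chemotactic receptor genes that rose numbered 2, 1 and 1, the matrix proteases and inhibitors 3, 3 and 3, the phagosome genes 5, 4 and 3 and the genes of inhibition of matrix metalloproteases 3, 3 and 3, and C3AR1, C5AR1, CXCR4 and MMP8 did not pass (adjusted p of up to 0.159, 0.217, 0.179 and 0.0867). Without DMSO replicate 3, 2 chemotactic receptor genes rose, and the 3 receptors named here did not pass. Without punicalagin replicate 2, 9 fibrosis genes rose. The caveolar genes that rose numbered 2 without either of punicalagin replicates 1 and 2. MMP12, 1 of the 8 genes of inhibition of matrix metalloproteases, did not pass with the passage as a block (adjusted p = 0.0546, and up to 0.169 with 1 array left out).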

### 3.3. Validation of Microarray Data

The expression of selected up-regulated genes NR1H3 (LXR), MSR1 (SRA), and CD36 relative to that of GADPH was also quantitated using real-time RT–PCR to validate findings from the microarray data. As shown in Figure 5, a robust increase in mRNA derived from these three genes was observed in the punicalagin treated population vs. control. CD36 showed approximately a 13-fold increase in transcript quantities, whereas MSR1 and NR1H3 mRNA increased by 140 folds and 5 folds, respectively, in the treated THP1 macrophage population as compared to the control cells, thus corroborating the increase in mRNA levels of these genes observed following microarray analysis.

### 3.4. Molecular Docking Analysis

To identify the molecular target of punicalagin, we conducted molecular docking simulation study. According to the microarray analysis, we focused on seven key receptors: CD36 (Cluster of Differentiation 36), TLR4 (Toll-Like Receptor 4), MSR1 (Macrophage Scavenger Receptor 1), LRP1 (LDL Receptor Related Protein 1), NR1H3 (Nuclear Receptor Subfamily 1 Group H Member 3), PPARγ (Peroxisome Proliferator-Activated Receptor gamma), and TRAF1 (TNF receptor-associated factor 1) (Table 5). 

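Of these 7 genes, 6 rose with punicalagin and TRAF1 fell (6 and 1 when adjusted over the list alone). The study chose them on these arrays, so the counts are not independent evidence. LRP1, a large endocytic receptor, went from 6.17 ± 0.07 with DMSO to 8.46 ± 0.21 with punicalagin (mean log2 intensity ± SD, n = 3), a 4.89-fold change (log2 change 2.29, standard error 0.15, adjusted p = 6.90e-04 from limma). PPARG, the nuclear receptor that drives fatty acid storage, rose from 6.96 ± 0.18 to 8.21 ± 0.03, or 2.38-fold (standard error of the log2 change 0.14, adjusted p = 0.00373). NR1H3, which encodes LXRα, rose from 5.49 ± 0.15 to 6.65 ± 0.07, or 2.23-fold (standard error 0.14, adjusted p = 0.00532). TLR4, the receptor for bacterial lipopolysaccharide, rose from 7.21 ± 0.21 to 8.38 ± 0.12, or 2.26-fold (standard error 0.16, adjusted p = 0.00719). TRAF1, an adaptor of TNF receptors that is itself induced by NF-κB, fell from 8.20 ± 0.25 to 6.94 ± 0.16, a log2 change of -1.25 (standard error 0.17, adjusted p = 0.00827). Other Toll-like receptor genes rose with TLR4. Of 16 measured genes of this signalling, 4 rose and none fell (9 higher when adjusted over the list alone), among them CD180, a relative of TLR4 (4.80-fold, adjusted p = 0.00465), TLR1 (2.25-fold) and TLR8. TLR8 went from 2.51 to 3.35, both below the lower quartile of every array, 3.55 or more, so no fold is given for it. The group passed by camera (adjusted p = 8.50e-10), with an adjusted p = 0.101 with an estimated correlation. The reference gene of the RT-PCR, GAPDH, had a log2 change of -0.27 (adjusted p = 0.781). TLR4 did not pass without punicalagin replicate 2 (adjusted p = 0.0573) and TRAF1 did not pass without punicalagin replicate 1 (adjusted p = 0.0599). Of the Toll-like receptor group, 2, 2 and 1 genes rose without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, TLR1 and TLR8 not among them (adjusted p of up to 0.151 and 0.137).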

We found a significant binding affinity of punicalagin with CD36 (−9.3 Kcal/mol) by establishing hydrogen bond interactions. Binding of CD36 was computed with its well-described ligand palmitic acid, and observed lower binding affinity compared to punicalagin (−6.8 Kcal/mol). Interestingly, it was found that these two CD36-binding molecules exhibit distinct interaction profiles with different binding sites (Figure 6A,B).

In the case of TLR4, pinocembrin–an antagonist for TLR4–showed binding affinity as (−8.2 Kcal/mole), whereas punicalagin showed a slightly higher value as (−9.0 Kcal/mole). Interaction profiling of pinocembrin and punicalagin showed a maximum of seven common hydrogen bonding interactions (Figure 6C,D). This observation suggests that punicalagin is a high affinity inhibitor of TLR4 receptors. As MSR1 structure is not experimentally solved by X-ray crystallography and nuclear magnetic resonance technique, the computational technique of homology modelling was used for 3D structure determination of MSR1. Punicalagin binding affinity was observed to be (−7.4 Kcal/mol). It was observed that punicalagin directly interacted with hydrogen bonding to amino acid residues (Figure 6E).

The binding affinity of punicalagin to LRP1 was estimated to be (−6.4 Kcal/mole), involving hydrogen bonding interactions with amino acid residues in LRP1 (Figure 6F). The binding affinity of punicalagin to the NR1H3 receptor was (−7.1 Kcalcal/mole). In comparison, the binding affinity of the NR1H3 agonist GW3965 was (−13.9 kcal/mole). Interestingly, there was not a single common interaction observed between these two molecules (Figure 6G,H), suggesting that punicalagin could interact with NR1H3 in a different way than other NR1H3 agonists.

In the case of PPARγ, lobeglitazone–an agonist for PPARγ–demonstrated binding affinity of (−8.6 Kcal/mole), whereas punicalagin had a slightly higher value of (−8.7 Kcal/mole). Interaction profiling indicated a maximum of three common hydrogen bonding interactions between lobeglitazone and punicalagin (Figure 6I,J). This indicated that punicalagin might be acting as an agonist in the same way as a lobeglitazone against PPARγ. On the other hand, punicalagin binding affinity against TRAF1 was observed to be (−9.0 Kcal/mol). Its interaction profiling showed hydrogen bonding interaction as in (Figure 6K).

## 4. Discussion

Macrophages are central to the initiation and progression of atherosclerosis and can be highly appropriate targets for antiatherogenic therapy. Punicalagin was demonstrated to exert promising anti-atherosclerotic effects on macrophages, but molecular targets remain to be identified. In this study, we performed the first large-scale gene expression analysis to gain insight into the mechanism of action of punicalagin. Key regulators of identified pathways were then subjected to in silico docking analysis to predict the molecular target of punicalagin. Our results showed that punicalagin anti-atherosclerotic properties rely on multiple targets in THP-1 macrophages. Indeed, we predicted that punicalagin regulates the activity of CD36, TLR4, MSR1, LRP1, NR1H3, PPARγ, and TRAF1. These predictions were strongly supported by transcriptomic analyses showing that punicalagin upregulates the expression of genes involved in cholesterol efflux and lipid metabolism, and reduces the expression of genes involved in inflammation, proliferation, cell migration, and adhesion.

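Genes of cholesterol and lipid handling and of adhesion were among those that rose with punicalagin, NF-κB and metallothionein genes were among those that fell, and no gene of proliferation passed. Of 32 measured genes of the cell cycle and DNA replication, 0 passed in limma in either direction, and also 0 when adjusted over the list alone. At an unadjusted p under 0.05, limma called 0 of them and the methods' t-test 0. The largest changes among them were those of MYC, a growth-promoting transcription factor (log2 change -0.46, standard error 0.23, adjusted p = 0.485), and CDC6, which licenses replication origins (log2 change -0.45, standard error 0.27, adjusted p = 0.592), n = 3 per group. The median log2 change of the group was -0.10 (camera adjusted p = 0.482), but without DMSO replicate 2 it was -0.26 and the group was lower (camera adjusted p = 0.0271), and without DMSO replicate 3 it was 0.11. In the DMSO array of passage 6, which stands apart, 24 of the 32 were below the other DMSO arrays.
Interferon response genes were alike in this. Of 26 measured, 0 passed in limma (0 when adjusted over the list alone), and 1 was higher and 3 were lower at an unadjusted p under 0.05, as by the methods' t-test. Their median log2 change was -0.18 (camera adjusted p = 0.0972, but 0.0228 without DMSO replicate 3 and 0.00194 without punicalagin replicate 2, lower in both). Markers of macrophages rose in 8 of 24 cases and fell in none (13 higher when adjusted over the list alone; camera adjusted p = 1.70e-14, and adjusted p = 0.0761 with an estimated correlation). CD84, an adhesion receptor of leukocytes, was among them (3.78-fold, adjusted p = 0.0336). Without DMSO replicate 2 or punicalagin replicate 1, 5 of the 24 macrophage markers rose, and CD84 did not pass without these arrays, DMSO replicate 3 or punicalagin replicate 2 (adjusted p of up to 0.188). The paper reasons from genes of lipid metabolism, inflammation, proliferation, migration and adhesion, together with the binding predicted by docking for the 7 receptors, and concludes that the effects of punicalagin on THP-1 macrophages rest on multiple targets.

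**Figure D2:**
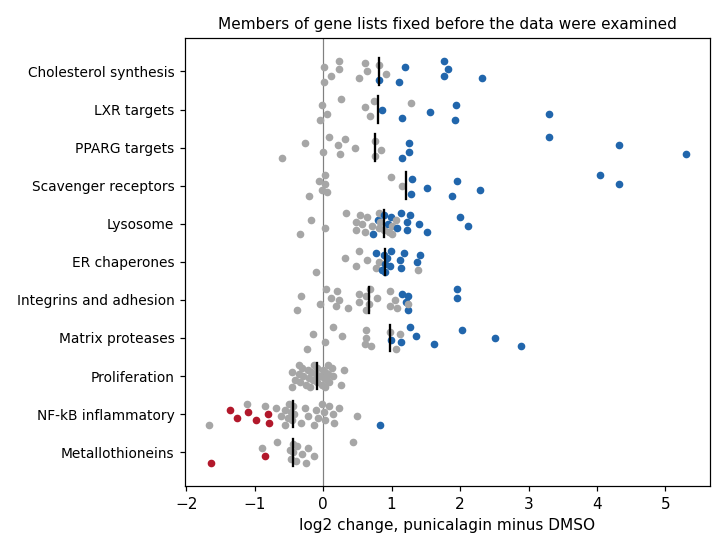
Log2 change with punicalagin against DMSO (horizontal axis) of the measured members of 11 gene groups, 1 point per gene, blue where the gene rose, red where it fell and grey where it did not pass an adjusted p of 0.05, with a bar at the median of each group. Blue points lie in the groups of lipid handling, lysosome, chaperones, adhesion and matrix, red points among NF-κB and metallothionein genes, with 1 blue point, CD83, among the NF-κB genes, and proliferation genes are all grey.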

The results of the transcriptomic analyses showed that among the top 20 significantly upregulated genes in response to punicalagin, several were associated with cholesterol or lipids metabolism (FABP4, CD36, LPL, FADS2). This was further supported by ingenuity pathway analysis that revealed that the four most modified canonical pathways in response to punicalagin treatment were associated to cholesterol synthesis (cholesterol biosynthesis pathway I, II, and III and super pathway of cholesterol biosynthesis) and that lipid synthesis is one of the top modified functions. These results are in line with previous studies that revealed a reduction of circulating cholesterol levels following punicalagin treatment, resulting from a reduction of cholesterol synthesis and accumulation in macrophage, associated with an increase of LDL influx to macrophages [12,15,23]. 

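FADS2, which puts double bonds into polyunsaturated fatty acids, rose 5.81-fold with punicalagin, from 5.61 ± 0.76 to 8.15 ± 0.18 (mean log2 intensity ± SD, n = 3; standard error of the log2 change 0.33, adjusted p = 0.00604 from limma). SCD, the stearoyl-CoA desaturase, rose 3.78-fold (log2 change 1.92, standard error 0.34, adjusted p = 0.0238). These were the 2 of 13 measured genes of fatty acid synthesis that rose, and none fell (7 higher and 1 lower when adjusted over the list alone). The median log2 change of the 13 was 0.61 (camera adjusted p = 9.72e-06, and adjusted p = 0.143 with an estimated correlation). Without DMSO replicate 1 this median was 0.38 (camera adjusted p = 6.26e-04).
Targets of PPARγ rose in 6 of 17 cases and fell in none (10 higher when adjusted over the list alone). Besides FABP4, CD36, LPL and both nuclear receptor genes PPARG and NR1H3, these include PLIN2, the coat protein of lipid droplets, which rose 2.40-fold (log2 change 1.26, standard error 0.15, adjusted p = 0.00465). The median log2 change of these targets was 0.75 (camera adjusted p = 2.77e-13). This is not wholly independent evidence, since the paper names several of them from these arrays. Scavenger and lipoprotein receptors rose in 8 of 16 cases and fell in none (10 higher when adjusted over the list alone; median 1.21; camera adjusted p = 2.79e-14). OLR1, a receptor for oxidized LDL, rose 3.86-fold (log2 change 1.95, standard error 0.40, adjusted p = 0.0415) and CD163, the receptor for haptoglobin and haemoglobin, 3.69-fold (log2 change 1.89, standard error 0.20, adjusted p = 0.00270).
All 4 of the genes FABP4, CD36, LPL and FADS2 rose (4 when adjusted over the list alone), which is not independent evidence. In the DMSO array of passage 6, 3 of the 4 were above the other DMSO arrays, with a median difference of 0.90. Without punicalagin replicate 2, 0 genes of fatty acid synthesis rose and 1 fell, and FADS2 had an adjusted p of 0.0622, 1 rose without DMSO replicate 2 or punicalagin replicate 1, and 5 of the scavenger receptors rose without punicalagin replicate 1. SCD did not pass without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, and OLR1 passed only when DMSO replicate 1 or punicalagin replicate 3 was the array left out (adjusted p of up to 0.152 and 0.217).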

Molecular docking analysis revealed four high-probability targets of punicalagin involved in cholesterol and lipid metabolism: CD36, LRP1, NR1H3, PPARγ. The interaction of punicalagin with CD36 is of particular interest, as the binding is predicted to be higher than with palmitate–the traditional ligand of CD36 [27]. Future studies are warranted to support this finding.

Transcriptomic analyses also support previous observations showing a reduction of proliferation, migration, and adhesion in cancer cells [22,28,29] and macrophages [24] in response to punicalagin treatment. Indeed, among the top 20 significantly upregulated genes in response to punicalagin, several were associated with cell proliferation and migration (CEMIP, GPC4, FCER2, TDO2, MTUS1, PDGFRL, MMP1) or adhesion (MSR1). This was further supported by ingenuity pathway analysis that revealed that some modified canonical pathway in response to punicalagin treatment were associated to proliferation, migration, and adhesion (Granulocyte Adhesion and Diapedesis, Colorectal Cancer Metastasis signalling, agranulocyte Adhesion and Diapedesis Leukocyte Extravasation Signalling). 

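All 8 of these genes rose with punicalagin (8 when adjusted over the list alone), which is not independent evidence, since they were picked from the up-regulated genes. CEMIP, a protein needed to break down hyaluronan, went from 5.70 ± 0.60 to 9.14 ± 0.19 (mean log2 intensity ± SD, n = 3), a 10.8-fold change (standard error of the log2 change 0.27, adjusted p = 8.38e-04 from limma). GPC4, a glypican that carries heparan sulfate at the cell surface, rose 8.19-fold, from 6.78 ± 0.30 to 9.81 ± 0.21 (adjusted p = 6.90e-04). FCER2, the low-affinity IgE receptor CD23, rose 6.48-fold (log2 change 2.70, standard error 0.38, adjusted p = 0.00970). MTUS1, a microtubule-associated protein described as a tumour suppressor, rose 6.93-fold (log2 change 2.79, standard error 0.21). PDGFRL, which resembles the ligand-binding part of the PDGF receptor, rose 5.70-fold (log2 change 2.51, standard error 0.25). MMP1 rose 5.69-fold (log2 change 2.51, standard error 0.45, adjusted p = 0.0242). In the DMSO array of passage 6, 7 of the 8 genes were above the other DMSO arrays, by a median of 0.87. MMP1 did not pass without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.156), and FCER2 did not pass without punicalagin replicate 1 or 2 (up to 0.0843). With either of these punicalagin arrays left out, 5 of the 8 genes passed.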

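Several integrins and other adhesion molecules rose with punicalagin. ITGA3, an integrin subunit that binds laminin, went from 5.77 ± 0.40 to 7.73 ± 0.08 (mean log2 intensity ± SD, n = 3), a 3.88-fold change (standard error of the log2 change 0.20, adjusted p = 0.00255 from limma). SDC2 rose 3.88-fold (log2 change 1.96, standard error 0.14, adjusted p = 8.35e-04). ITGB5, an integrin subunit that binds vitronectin, rose 2.36-fold (adjusted p = 0.00335) and PECAM1, which lets leukocytes pass between endothelial cells, 2.35-fold (adjusted p = 0.00589). Of 27 measured genes of integrins and adhesion, 6 rose and none fell (16 higher when adjusted over the list alone), with a median log2 change of 0.67 (camera adjusted p = 1.15e-16).
Of the genes that Supplementary Table S2 gives for granulocyte adhesion and diapedesis, 7 of 12 rose (12 when adjusted over the list alone), and for leukocyte extravasation 7 of 11 (11 when adjusted over the list alone), which is not independent evidence. The integrin genes ITGA6, ITGA4 and ITGAL had log2 changes of 1.24, 1.08 and 1.04 and did not pass (adjusted p = 0.0563, 0.0931 and 0.0513). Nor did ICAM2, an adhesion ligand of leukocytes (log2 change 0.98, adjusted p = 0.0530), HRH1, a histamine receptor (log2 change 1.14, adjusted p = 0.0636), or CYBB, the catalytic subunit of the phagocyte oxidase (log2 change 1.03, adjusted p = 0.0748). With the passage as a block, ITGA6, ITGA4, ICAM2 and HRH1 passed (adjusted p = 0.00899, 0.0445, 0.0437 and 0.0205, over the alternatives 0.00899 to 0.384, 0.00925 to 0.435, 0.0103 to 0.345 and 0.00791 to 0.394). Without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, 2 genes of each of these 2 pathways of Supplementary Table S2 passed.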

Importantly, cell movement and migration of cells were among the top modified functions. Molecular docking analysis predicted a high likelihood for punicalagin binding to MSR1. This could represent a key target for punicalagin, as this receptor has been showed to regulate the PI3K/AKT/GSK3β/β-catenin pathway, which is involved in lipid metabolism, proliferation, adhesion, and inflammation [22,30,31,32].

Finally, our transcriptomic analyses also confirm the anti-inflammatory role of punicalagin [18,20,33], as evidenced by the fact that among the top 20 significantly downregulated genes, 10 were associated with inflammation (TRAF1, FKBP5, MT2A, MT1P1, PLAGL1, NR4A2, BCL3, MT1X, PIM2, and HSPA4L). 

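Among the genes the paper links to inflammation, 8 of 10 were measured by a cluster of their own symbol, and 6 of the 8 fell with punicalagin (8 when adjusted over the list alone), which is not independent evidence. PLAGL1, a zinc finger transcription factor, went from 8.64 ± 0.41 to 7.25 ± 0.14 (mean log2 intensity ± SD, n = 3), a log2 change of -1.39 (standard error 0.21, adjusted p = 0.0131 from limma). NR4A2, an orphan nuclear receptor, had a log2 change of -1.31 (adjusted p = 0.0369), BCL3, which modulates NF-κB, of -1.10 (adjusted p = 0.0167) and HSPA4L, a heat shock protein, of -1.16 (adjusted p = 0.0446). MT2A and TRAF1 were the others that fell. PIM2, a survival kinase, did not pass (log2 change -0.99, adjusted p = 0.136), nor did MT1X. FKBP5, which the paper also names, shares its cluster with LOC285847, and that cluster had a log2 change of -1.32.
Of 34 measured inflammatory targets of NF-κB, 6 fell and 1 rose (9 lower and 1 higher when adjusted over the list alone). NFKBIA, the inhibitor that NF-κB itself induces, fell by 0.98 on the log2 scale (standard error 0.17, adjusted p = 0.0220), and CD83, an activation marker of dendritic cells, was the gene that rose (log2 change 0.84, adjusted p = 0.0180). The median log2 change of the group was -0.45 (camera adjusted p = 3.69e-06, and adjusted p = 0.349 with an estimated correlation). In the DMSO array of passage 6, DMSO replicate 1, 31 of the 34 genes were above the other DMSO arrays. Without it, the median was -0.14, 4 genes fell, and the camera adjusted p was 0.0171. Glucocorticoid targets, which include MT2A and PLAGL1, did not pass as a group (3 of 17 fell and 1 rose, 4 and 2 when adjusted over the list alone; camera adjusted p = 0.571). Without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, 2, 0 and 2 of the 8 genes the paper names fell and 3, 1 and 2 of the NF-κB targets, and 0 of the glucocorticoid targets. PLAGL1, NR4A2, BCL3, HSPA4L, NFKBIA and CD83 each lost their call without punicalagin replicate 1 and some of the other arrays, DMSO replicate 3 and punicalagin replicate 3 included (adjusted p of up to 0.0965, 0.197, 0.0965, 0.206, 0.126 and 0.0926).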

Molecular docking analyses predicted that TLR4 and TRAF1, two important regulators of inflammation [34,35], could be targeted by punicalagin. Further studies are needed to experimentally confirm these results. Interestingly, while the antiatherogenic effect of punicalagin was suggested to rely on its antioxidant capacity [14], transcriptomic analyses did not reveal important modifications of genes involved in the antioxidant response. This result supports previous molecular docking analyses that revealed no significant binding of punicalagin to key antioxidant enzymes [36], and reinforces the importance of punicalagin’s effect on lipid metabolism and cell inflammation, proliferation, migration, and adhesion.

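Genes of antioxidant enzymes moved in both directions with punicalagin. Of 22 measured, 1 rose and 1 fell (1 and 1 when adjusted over the list alone), and 12 had a positive change. MGST2, a microsomal glutathione transferase, rose 3.10-fold, from 6.82 ± 0.06 to 8.45 ± 0.28 (mean log2 intensity ± SD, n = 3; standard error of the log2 change 0.17, adjusted p = 0.00255 from limma). SOD2, the mitochondrial superoxide dismutase and a target of NF-κB, went from 9.65 ± 0.22 to 8.29 ± 0.22, a log2 change of -1.36 (standard error 0.17, adjusted p = 0.00596). Their median log2 change was 0.04 (camera adjusted p = 0.171), but without punicalagin replicate 3 it was 0.15 and the group was higher (camera adjusted p = 0.0317). Of the 22, 14 were above the other DMSO arrays in the DMSO array of passage 6, by a median of 0.32.
NRF2 is the transcription factor of the oxidative stress response. Of 17 measured targets of NRF2, 0 passed in limma in either direction (2 lower when adjusted over the list alone). At an unadjusted p under 0.05, 6 were lower and 0 higher by limma, and 2 lower and 1 higher by the methods' t-test. ME1, a malic enzyme that makes NADPH, had a log2 change of -0.91 (standard error 0.20, adjusted p = 0.0544, and 0.0338 with the passage as a block, over the alternatives 0.0102 to 0.340), and SRXN1, which repairs peroxiredoxins, of -0.70 and did not pass either. The median log2 change of the group was -0.26 (camera adjusted p = 0.0325, and adjusted p = 0.389 with an estimated correlation). This call did not hold without DMSO replicate 1, DMSO replicate 2 or punicalagin replicate 3 (camera adjusted p = 0.0972, 0.0583 and 0.164), nor without the clusters below the median of intensity (0.0807). By fry, which tests a group against no change and not against other clusters, the adjusted p was 0.157.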

## 5. Conclusions

Overall, our data identified key pathways associated with the anti-atherosclerotic properties of punicalagin in THP-1 macrophages. Punicalagin’s mechanism of action relies on the regulation of multiple pathways including lipid metabolism, cell inflammation, proliferation, and migration. Whilst future studies are required to support our findings, we identified with high likelihood key regulators of these process that could be targeted by punicalagin.

## Figures and Tables

**Figure 1:**
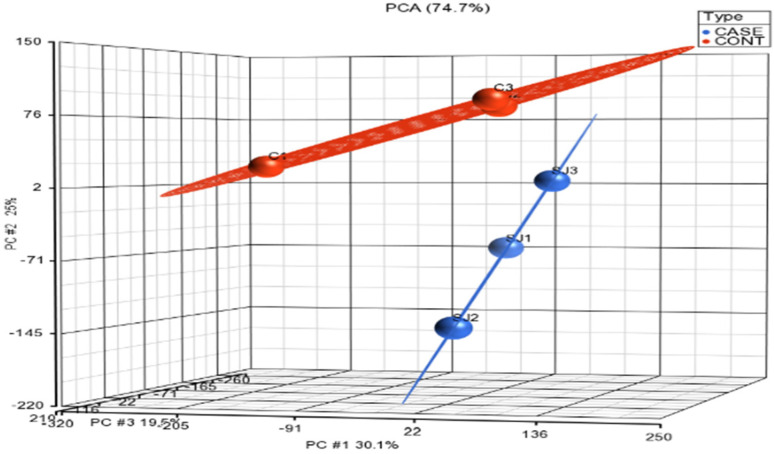
PCA, a 3D scatter plot showing similarity of expression profiles of samples. Punicalagin treated samples are indicated by blue dots and control samples are indicated by red dots.

**Figure 2:**
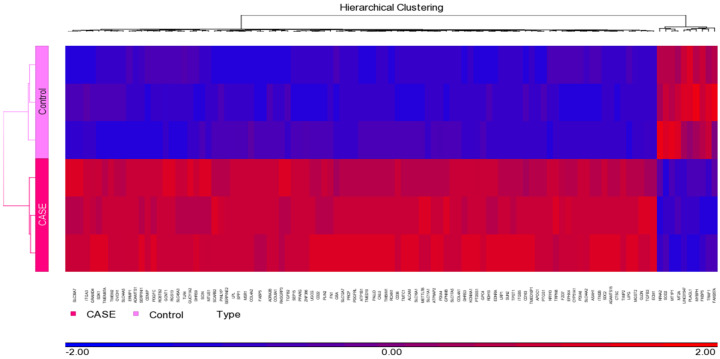
Hierarchical clustering and functional analysis of selected genes significantly differentially expressed in treated cell lines using Affymetrix Human ST 1.0 array and Partek GS 7.0 software.

**Figure 3:**
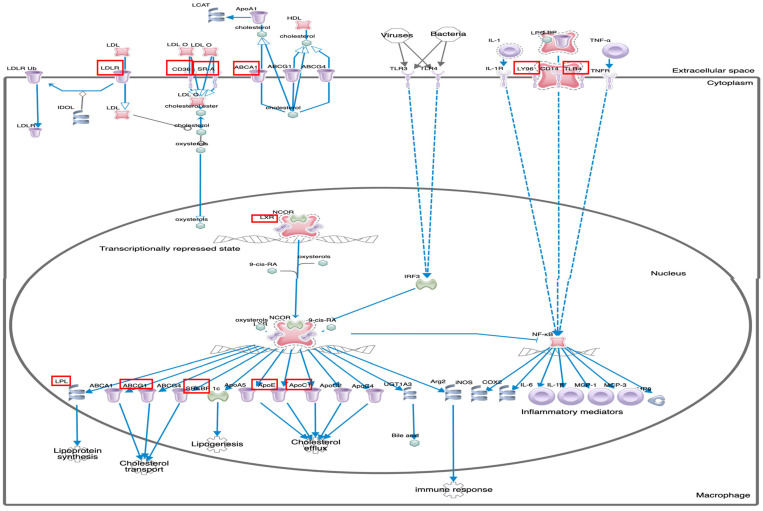
LXR/RXR Activation Pathway in macrophage. Showing predicted activation effect of detected 15 molecules framed in red (ABCG1, AGT, APOC1, APOE, CD36, CYP51A1, HMGCR, LDLR, LPL, LY96, MSR1, NR1H3(LXR), SCD, SERPINF1, TLR4) with ratio: 0.124, z-score: 1.26 and −log (*p*-value): 8.97.

**Figure 4:**
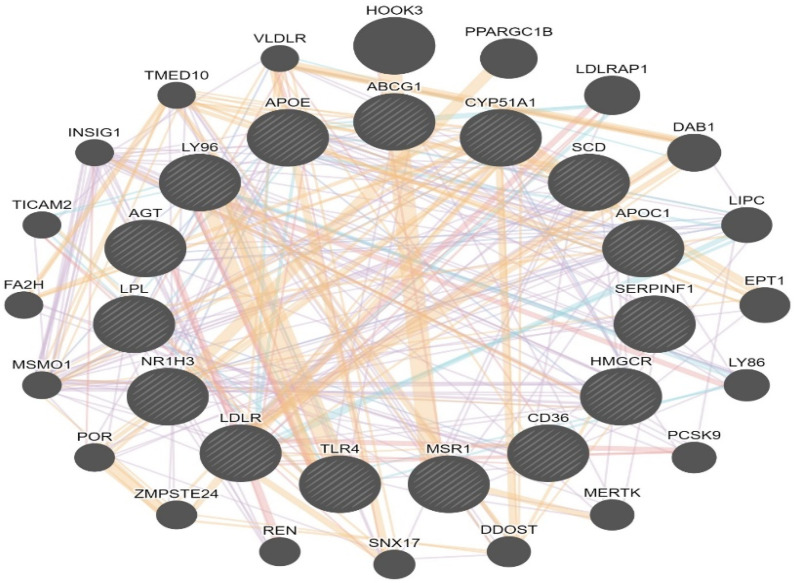
Network of differently expressed genes in the (LXR/RXR) activation pathway. Genes with ratio: 0.615, z-score: 2.8 and −log (*p*-value): 11.3 (ABCG1, AGT, APOC1, APOE, CD36, CYP51A1, HMGCR, LDLR, LPL, LY96, MSR1, NR1H3, SCD, SERPINF1, TLR4), showing 20 related genes and 301 total links. ABCG1: ATP binding cassette subfamily G member 1, CYP51A1: cytochrome P450 family 51 subfamily A member 1, SCD: stearoyl-CoA desaturase, APOC1: apolipoprotein C1, SERPINF1: serpin family F member, HMGCR: 3-hydroxy-3-methylglutaryl-CoA reductase, CD36: CD36 molecule, MSR1: macrophage scavenger receptor 1, TLR4: toll like receptor 4, LDLR: low density lipoprotein receptor, NR1H3: nuclear receptor subfamily 1 group H member 3, LPL: lipoprotein lipase, AGT angiotensinogen, LY96 lymphocyte antigen 96, APOE apolipoprotein E, HOOK3: hook microtubule-tethering protein 3, PPARGC1B: PPARG coactivator 1 beta, LDLRAP1: low density lipoprotein receptor adaptor protein 1, DAB1: DAB1, reelin adaptor protein, LIPC: lipase C, hepatic type, EPT1: ethanolaminephosphotransferase 1, LY86: lymphocyte antigen 86, PCSK9: proprotein convertase subtilisin/kexin type 9, MERTK: MER proto-oncogene, tyrosine kinase, DDOST: dolichyl-diphosphooligosaccharide--protein glycosyltransferase noncatalytic subunit, SNX17: sorting nexin 17, REN renin, ZMPSTE24: zinc metallopeptidase STE24, POR: cytochrome p450 oxidoreductase, MSMO1: methylsterol monooxygenase 1, FA2H: fatty acid 2-hydroxylase, TICAM2: toll like receptor adaptor molecule 2, INSIG1: insulin induced gene 1, TMED10: transmembrane p24 trafficking protein 10, VLDLR: very low density lipoprotein receptor. Genes uses for research are indicated with stripes. Line color indicates the nature of the identified interaction: purple lines: co-expression; orange line: predicted; cyan: pathway; pink: physical interactions; and blue: co-localization.

**Figure 5:**
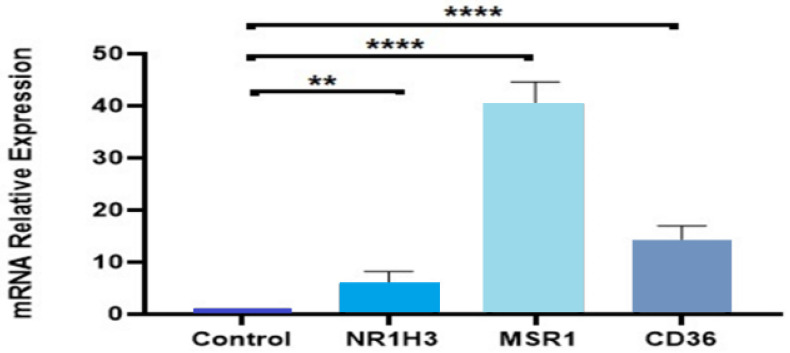
Validation of the microarray data using quantitative real-time PCR. The bar chart shows the gene expression patterns (presented as fold change) of selected significantly up-regulated genes NR1H3 (LXR), MSR1 (SR-A), and CD36 calculated using quantitative real-time PCR. All PCR data were normalized to the intensity of GAPDH as a housekeeping gene. Data represented as mean + SEM following three independent experiments. Statistical analysis was performed using a one-way ANOVA with a Sidak’s test analysis where **: *p* < 0.01, ****: *p* < 0.0001.

**Figure 6:**
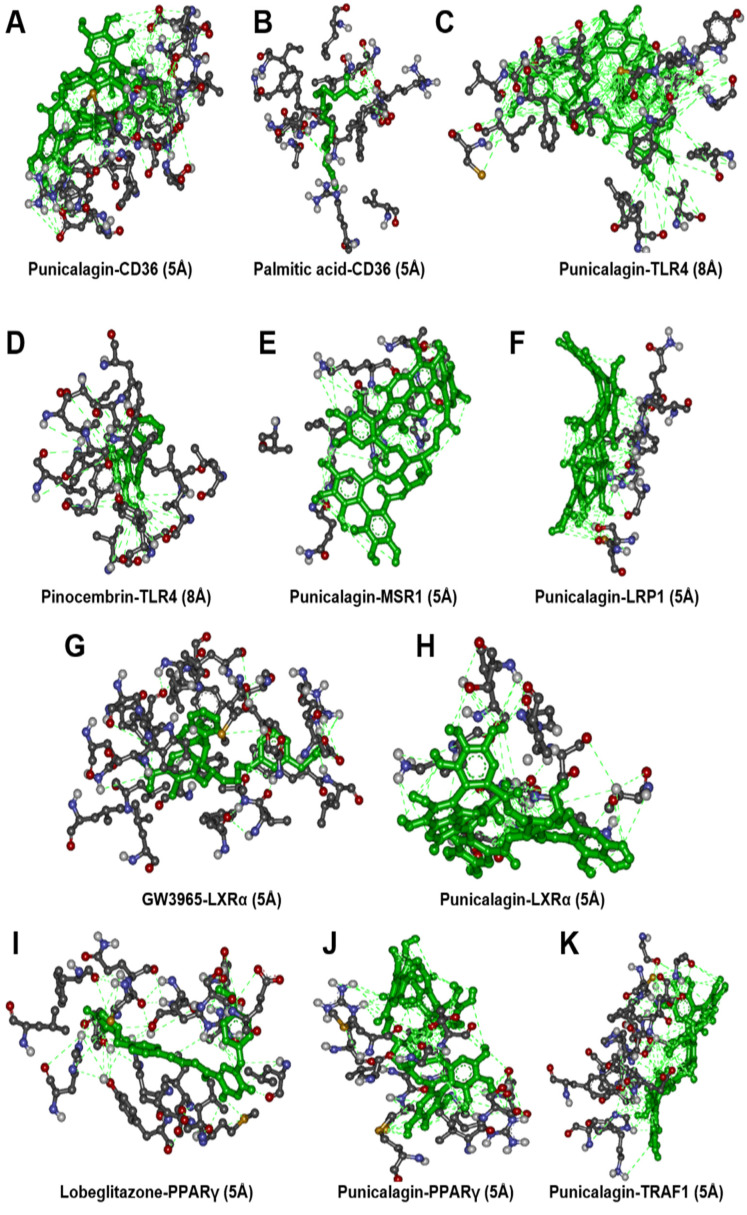
Molecular docking analysis of punicalagin. Molecular docking analysis of punicalagin and respective ligands (represented in green) to CD36 (**A**,**B**), TLR4 (**C**,**D**), MSR1 (**E**), LRP1 (**F**), NR1H3 (**G**,**H**), PPARγ (**I**,**J**), and TRAF1 (**K**).

**Table 1:** Primer sequences used for quantitative-RT PCR.

Gene	Forward Primer	Reverse Primer	Ref.
MSR1	ATTGCCCTTTACCTCCTCGT	TCATTTCCTTTCCCGTGAG	[24]
CD36	AGATGCAGCCTCATTTCCAC	GCCTTGGATGGAAGAACAAA	[24]
NR1H3	AAGCCCTGCATGCCTACGT	TGCAGACGCAGTGCAAACA	[25]
GAPDH	CTTTTGCGTCGCCAGCCGAG	GCCCAATACGACCAAATCCGTTGACT	[26]

**Table 2:** Top 10 significantly upregulated genes.

Gene Symbol	*p*-Value	Fold-Change (Treated vs. Control)
*FABP4*	0.00261999	39.7893
*CD36*	0.000175484	19.5949
*MSR1*	0.000696357	16.8431
*CEMIP*	0.000847506	10.5071
*LPL*	0.000899872	10.0902
*TDO2*	0.0102073	8.73151
*GPC4*	0.0001794	8.39639
*SLC8A1*	0.00194115	7.82049
*SERPINE2*	0.00115135	7.67443
*FCER2*	0.00844659	7.00205

**Table 3:** Top 10 significantly downregulated genes.

Gene Symbol	*p*-Value	Fold-Change (Treated vs. Control)
*MT2A*	0.00236401	−10.6361
*MT1P1*	0.00268895	−4.41548
*FAM207A*	0.0407155	−2.72934
*PLAGL1*	0.00595623	−2.62005
*SOD2*	0.00148297	−2.60906
*MYBPH*	0.00864804	−2.58598
*FKBP5*	0.000695019	−2.4766
*TRAF1*	0.00389735	−2.40964
*NR4A2*	0.0183868	−2.37157
*SNORD1A*	0.0350301	−2.36584

**Table 4:** Top 10 canonical pathways revealed by Ingenuity pathway analysis on 373 genes.

Ingenuity Canonical Pathways	−log (*p*-Value)	z-Score	Molecules
Cholesterol Biosynthesis I	11.3	2.828	CYP51A1, DHCR24, DHCR7, EBP, HSD17B7, LBR, MSMO1, SC5D
Cholesterol Biosynthesis II (via 24,25-dihydrolanosterol)	11.3	2.828	CYP51A1, DHCR24, DHCR7, EBP, HSD17B7, LBR, MSMO1, SC5D
Cholesterol Biosynthesis III (via Desmosterol)	11.3	2.828	CYP51A1, DHCR24, DHCR7, EBP, HSD17B7, LBR, MSMO1, SC5D
Superpathway of Cholesterol Biosynthesis	9.31	3	CYP51A1, DHCR24, DHCR7, EBP, HMGCR, HSD17B7, LBR, MSMO1, SC5D
LXR/RXR Activation	8.97	1.265	ABCG1, AGT, APOC1, APOE, CD36, CYP51A1, HMGCR, LDLR, LPL, LY96, MSR1, NR1H3, SCD, SERPINF1, TLR4
Hepatic Fibrosis/Hepatic Stellate Cell Activation	7.22	0	AGT, COL4A1, COL4A2, COL6A1, EDNRA, FN1, IFNGR1, IGFBP3, LY96, MET, MMP1, PDGFC, TGFB2, TGFB3, TIMP2, TLR4
Inhibition of Matrix Metalloproteases	6.79	0	LRP1, MMP1, MMP12, MMP8, RECK, SDC2, THBS2, TIMP2
Zymosterol Biosynthesis	6.02	2	CYP51A1, HSD17B7, LBR, MSMO1
Phagosome Formation	5.24	0	C3AR1, C5AR1, FCER1G, FCER2, FCGR1A, FN1, ITGA3, ITGA4, MSR1, TLR1, TLR4
Caveolar-mediated Endocytosis Signaling	4.65	0	CAV1, HLA-A, INSR, ITGA3, ITGA4, ITGA6, ITGAL, ITGB5

**Table 5:** Summarized binding affinities of punicalagin.

Receptor Symbol	PDB ID	Binding Affinity w/Punicalagin	Reference Ligand	Binding Affinity w/Ligand	Common H-Bonding
CD36	5LGD	−9.3 (Kcal/mol)	Palmitic acid	−6.8 (Kcal/mol)	0
TLR4	2Z65	−9.0 (Kcal/mol)	Pinocembrin	−8.2(Kcal/mol)	7
MSR1	Modelled	−7.4 (Kcal/mol)	-	−	-
LRP1	1CR8	−6.4 (Kcal/mol)	-	−	-
NR1H3	3IPQ	−7.1 (Kcal/mol)	GW3965	−13.9 (Kcal/mol)	0
TRAF1	5EIT	−9.0 (Kcal/mol)	-	−	-
PPAR-γ	4EMA	−8.7 (Kcal/mol)	Lobeglitazone	−8.6 (Kcal/mol)	3

## Data Availability

Our data has been submitted to GEO with accession number: GSE160430. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160430 (accessed on 15 January 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cimb44050145/s1, Table S1: Differentially expressed genes (DEGs), Included 347 up-regulated and 26 down-regulated with a cut-off of *p* value < 0.05 and fold change more than ±2. Table S2: Canonical pathways generated by ingenuity pathway analysis (IPA). Table S3: Disease functions generated by ingenuity pathway analysis (IPA). Table S4: Top10 predicted z scores of diseases or functions (inhibition or activation).

## References

[1] Cardiovascular Diseases (CVDs). https://www.who.int/news-room/fact-sheets/detail/cardiovascular-diseases-(cvds).

[2] (2013). WHO Global Action Plan for the Prevention and Control of Noncommunicable Diseases 2013–2020.

[3] AJ L. (2000). Atherosclerosis. Nature.

[4] Frostegård J. (2013). Immunity, atherosclerosis and cardiovascular disease. BMC Med..

[5] Frostegard J., Ulfgren A.-K., Nyberg P., Hedin U., Swedenborg J., Andersson U., Hansson G.K. (1999). Cytokine expression in advanced human atherosclerotic plaques: Dominance of pro-inflammatory (Th1) and macrophage-stimulating cytokines. Atherosclerosis.

[6] Cheng Y.-C., Sheen J.-M., Hu W.L., Hung Y.-C. (2017). Polyphenols and Oxidative Stress in Atherosclerosis-Related Ischemic Heart Disease and Stroke. Oxid. Med. Cell. Longev..

[7] Tresserra-Rimbau A., Rimm E.B., Medina-Remón A., Martínez-González M.A., de la Torre R., Corella D., Salas-Salvadó J., Gómez-Gracia E., Lapetra J., Arós F. (2014). Inverse association between habitual polyphenol intake and incidence of cardiovascular events in the PREDIMED study. Nutr. Metab. Cardiovasc. Dis..

[8] Tangney C., Rasmussen H.E. (2013). Polyphenols, Inflammation, and Cardiovascular Disease. Curr. Atheroscler. Rep..

[9] Heber D. (2011). Pomegranate Ellagitannins.

[10] Gil M.I., Tomas-Barberan F.A., Hess-Pierce B., Holcroft D.M., Kader A.A. (2000). Antioxidant activity of pomegranate juice and its relationship with phenolic composition and processing. J. Agric. Food Chem..

[11] Aviram M., Rosenblat M. (2012). Pomegranate Protection against Cardiovascular Diseases. Evid. Based. Complement. Alternat. Med..

[12] Aviram M., Dornfeld L., Rosenblat M., Volkova N., Kaplan M., Coleman R., Hayek T., Presser D., Fuhrman B. (2000). Pomegranate juice consumption reduces oxidative stress, atherogenic modifications to LDL, and platelet aggregation: Studies in humans and in atherosclerotic apolipoprotein E-deficient mice. Am. J. Clin. Nutr..

[13] De Nigris F., Williams-Ignarro S., Lerman L.O., Crimi E., Botti C., Mansueto G., D’Armiento F.P., De Rosa G., Sica V., Ignarro L.J. (2005). Beneficial Effects of Pomegranate Juice on Oxidation-Sensitive Genes and Endothelial Nitric Oxide Synthase Activity at Sites of Perturbed Shear Stress. Proc. Natl. Acad. Sci. USA.

[14] Aviram M., Volkova N., Coleman R., Dreher M., Reddy M.K., Ferreira D., Rosenblat M. (2008). Pomegranate phenolics from the peels, arils, and flowers are antiatherogenic: Studies in vivo in atherosclerotic apolipoprotein E-deficient (E0) mice and in vitro in cultured macrophages and lipoproteins. Proc. J. Agric. Food Chem..

[15] Atrahimovich D., Samson A.O., Khattib A., Vaya J., Khatib S. (2018). Punicalagin Decreases Serum Glucose Levels and Increases PON1 Activity and HDL Anti-Inflammatory Values in Balb/c Mice Fed a High-Fat Diet. Oxid. Med. Cell. Longev..

[16] De Nigris F., Williams-Ignarro S., Sica V., Lerman L.O., D’Armiento F.P., Byrns R.E., Casamassimi A., Carpentiero D., Schiano C., Sumi D. (2007). Effects of a Pomegranate Fruit Extract rich in punicalagin on oxidation-sensitive genes and eNOS activity at sites of perturbed shear stress and atherogenesis. Cardiovasc. Res..

[17] Pomegranate Juice Flavonoids Inhibit Low-Density Lipoprotein Oxidation and Cardiovascular Diseases: Studies in Atherosclerotic Mice and in Humans—PubMed. https://pubmed.ncbi.nlm.nih.gov/12224378/.

[18] Atrahimovich D., Khatib S., Sela S., Vaya J., Samson A.O. (2016). Punicalagin Induces Serum Low-Density Lipoprotein Influx to Macrophages. Oxid. Med. Cell. Longev..

[19] Seeram N.P., Henning S.M., Zhang Y., Suchard M., Li Z., Heber D. (2006). Pomegranate juice ellagitannin metabolites are present in human plasma and some persist in urine for up to 48 hours. J. Nutr..

[20] Cao Y., Chen J., Ren G., Zhang Y., Tan X., Yang L. (2019). Punicalagin prevents inflammation in lps-induced raw264.7 macrophages by inhibiting foxo3a/autophagy signaling pathway. Nutrients.

[21] BenSaad L.A., Kim K.H., Quah C.C., Kim W.R., Shahimi M. (2017). Anti-inflammatory potential of ellagic acid, gallic acid and punicalagin A&B isolated from Punica granatum. BMC Complement. Altern. Med..

[22] Michael D.R., Salter R.C., Ramji D.P. (2012). TGF-β inhibits the uptake of modified low density lipoprotein by human macrophages through a Smad-dependent pathway: A dominant role for Smad-2. Biochim. Biophys. Acta-Mol. Basis Dis..

[23] Almowallad S., Huwait E., Al-Massabi R., Saddeek S., Gauthaman K., Prola A. (2020). Punicalagin regulates key processes associated with atherosclerosis in thp-1 cellular model. Pharmaceuticals.

[24] Xu W., Yu L., Zhou W., Luo M. (2006). Resistin increases lipid accumulation and CD36 expression in human macrophages. Biochem. Biophys. Res. Commun..

[25] Saenz J., Santa-María C., Reyes-Quiroz M.E., Geniz I., Jiménez J., Sobrino F., Alba G. (2018). Grapefruit Flavonoid Naringenin Regulates the Expression of LXRα in THP-1 Macrophages by Modulating AMP-Activated Protein Kinase. Mol. Pharm..

[26] Gallagher H., Williams J.O., Ferekidis N., Ismail A., Chan Y.H., Michael D.R., Guschina I.A., Tyrrell V.J., O’Donnell V.B., Harwood J.L. (2019). Dihomo-γ-linolenic acid inhibits several key cellular processes associated with atherosclerosis. Biochim. Biophys. Acta-Mol. Basis Dis..

[27] Pepino M.Y., Kuda O., Samovski D., Abumrad N.A. (2014). Structure-function of CD36 and importance of fatty acid signal transduction in fat metabolism. Annu. Rev. Nutr..

[28] Pan L., Duan Y., Ma F., Lou L. (2020). Punicalagin inhibits the viability, migration, invasion, and EMT by regulating GOLPH3 in breast cancer cells. J. Recept. Signal Transduct..

[29] Tang J.M., Min J., Li B.S., Hong S.S., Liu C., Hu M., Li Y., Yang J., Hong L. (2016). Therapeutic Effects of Punicalagin Against Ovarian Carcinoma Cells in Association with β-Catenin Signaling Inhibition. Int. J. Gynecol. Cancer.

[30] Malik A., Mukhtar H. (2006). Prostate cancer prevention through pomegranate fruit. Cell Cycle.

[31] Zhao S.J., Kong F.Q., Jie J., Li Q., Liu H., Di Xu A., Yang Y.Q., Jiang B., Wang D.D., Zhou Z.Q. (2020). Macrophage MSR1 promotes BMSC osteogenic differentiation and M2-like polarization by activating PI3K/AKT/GSK3β/β-catenin pathway. Theranostics.

[32] Alvarez-Cubero M.J., Saiz M., Martinez-Gonzalez L.J., Alvarez J.C., Lorente J.A., Cozar J.M. (2013). Genetic analysis of the principal genes related to prostate cancer: A review. Urol. Oncol. Semin. Orig. Investig..

[33] Quirós-Fernández R., López-Plaza B., Bermejo L.M., Palma-Milla S., Gómez-Candela C. (2019). Supplementation with Hydroxytyrosol and Punicalagin Improves Early Atherosclerosis Markers Involved in the Asymptomatic Phase of Atherosclerosis in the Adult Population: A Randomized, Placebo-Controlled, Crossover Trial. Nutrients.

[34] Metwally H., Tanaka T., Li S., Parajuli G., Kang S., Hanieh H., Hashimoto S., Chalise J.P., Gemechu Y., Standley D.M. (2020). Noncanonical STAT1 Phosphorylation Expands Its Transcriptional Activity into Promoting LPS-Induced IL-6 and IL-12p40 Production. Sci. Signal..

[35] Lalani A.I., Zhu S., Gokhale S., Jin J., Xie P. (2018). TRAF Molecules in Inflammation and Inflammatory Diseases. Curr. Pharmacol. Rep..

[36] Mazumder M.K., Choudhury S., Borah A. (2019). An in silico investigation on the inhibitory potential of the constituents of Pomegranate juice on antioxidant defense mechanism: Relevance to neurodegenerative diseases. IBRO Rep..

How the deposited data were processed for this re-analysis (not part of the article)

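THP-1 cells of passages 6, 7 and 8 were differentiated with 160 nM PMA for 24 h and treated for 24 h with DMSO or 10 µM punicalagin. This gave 3 DMSO arrays and 3 punicalagin arrays, numbered as replicates 1, 2 and 3 in the order of the passages. The series holds 4 further arrays that the paper does not report, 2 of cells treated with myricetin and 2 with quercetin, each at passages 7 and 8. For these the sample labels give 24 h of PMA and 24 h of treatment, and no dose.

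The arrays are Affymetrix Human Gene 1.0 ST arrays. The deposited values are log2 intensities per transcript cluster, which the authors obtained from the scanned arrays with RMA, that is background correction, quantile normalization and a summary of the probes of each cluster. The paper names Partek Genomics Suite 7.0 for this step, and the submitters' processing notes name Affymetrix Expression Console, RMA and Partek 7.0. Whether the 10 arrays were normalized together is not stated. The scale was checked on the values, whose lower and upper quartiles lay between 3.55 and 6.85 on all arrays. No normalization was added and the scanned images were not used here. The table has 33297 transcript clusters. A probe table gives 1 gene symbol to 19460 of them, several to 1754 and none to 12083. The 21214 clusters with a symbol were tested, with no filter on dim clusters, since the study states none. The series matrix names no genome build for its probes, so no positions are given.

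Differences between groups were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) and adjusted by the method of Benjamini and Hochberg over all clusters tested, with a threshold of 0.05. Punicalagin was compared with DMSO on their 6 arrays. The other comparisons (myricetin or quercetin with DMSO, and the 3 compounds with each other) were fitted on all 10 arrays with a spread shared by the 4 groups, since 2 arrays alone leave too few degrees of freedom. Every p given for a gene comes from limma unless another test is named. Errors are the SD between arrays or the standard error of limma, and intervals are 95% intervals of limma. Adjusted p values of the comparisons are each adjusted within their comparison.

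Gene groups were written down from general knowledge, or taken from the paper, before the data were examined, as were the tests, the alternatives and the rule for naming genes. There were 51 groups. Of these, 13 are made up of genes that the paper names or chose from these arrays, and 1 more of the 7 docking receptors that the study chose. Some of the other groups also include genes that the paper names. A gene was measured if a cluster carried its symbol alone, and of several clusters the one with the highest mean over the 10 arrays was used. For each group the members past the threshold were counted, once with p adjusted over all clusters and once with p adjusted over the list alone. A group was compared with all other clusters by limma's camera with a preset correlation of 0.01 and the p values adjusted over all 51 groups. The groups chosen from these arrays share this adjustment and can lower the adjusted p of the other groups. A call near the threshold is therefore uncertain. The genes named are those that the paper names in its results, discussion or Tables 2 to 4, and the 7 docking receptors and GAPDH. For each comparison they also include the 15 clusters with the largest rise and the 10 with the largest fall among those past the threshold and changed the same way in every pair of the same passage. From each group they include up to 4 members with the largest change among those past the threshold, or up to 2 where none passed. The values in the paper's tables had been seen when these groups and this rule were written.

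Similarity between arrays was described by principal components of centred, unscaled values and by average-linkage clustering on Spearman's correlation. All 33297 clusters of the table were used for this, with or without a symbol. Distances within and between the groups were compared by an exact permutation over the 10 splits of the 6 arrays. Passage numbers match between the groups, so a DMSO array and a punicalagin array of one passage were treated as a pair, and the passage was fitted as a block in an alternative. Deviations from the group means correlated between the arrays of a pair at 0.163, -0.189 and 0.229 for passages 6, 7 and 8. Between DMSO and punicalagin arrays of different passages they correlated at -0.349 to 0.273. The pairs of a passage thus did not stand out, and the values do not show that the block was needed.

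The alternatives were the block for passage, all 10 arrays in 1 fit with and without this block, the 8 arrays of passages 7 and 8 with and without it, a spread with trend and robust estimation, array weights, and the study's own criteria with the methods' t-test, unadjusted or adjusted. The methods' t-test stands here for the analysis of variance that the paper names, which is the same test for 2 groups. Its p is read as unadjusted for the criteria in the paper's results, which name no adjustment, and as adjusted for the false discovery rate of 0.05 in its methods. Others were a fold of at least 2, centring on the array median, quantile normalization of the 6 arrays, cyclic loess, leaving out clusters in the lowest quartile or below the median of mean intensity, testing all clusters of the table, and leaving out each array in turn. Where 1 array of a group was left, it was assumed to vary like the other groups. For the groups of genes, camera with an estimated correlation was run as well, and fry, which tests a group against no change and not against the other clusters.

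The procedure was tested on simulated data with a spread shared by the groups. The real DMSO and punicalagin arrays varied more (median SD 0.213 and 0.193) than those of myricetin and quercetin (0.111 and 0.0956). The recovery for punicalagin may therefore be lower than simulated. For punicalagin against DMSO, 76% of 50 clusters with a true 2-fold change were recovered and 98% of 50 with a 4-fold change, with 7 false calls among all 21214. Control probe sets and clusters without a symbol were left out of the main tests. RT-PCR, docking and migration or proliferation assays were not analysed here.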

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

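Of the tests in this part, the 2 on DMSO arrays held out of the fit and the one on the clusters that did not differ between the compounds were chosen only after the result was seen.

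The arrays of cells treated with myricetin or quercetin, 2 of each, are not reported in the paper and gave changes against DMSO of their own. Myricetin raised 93 clusters and lowered 15, and quercetin raised 593 and lowered 239. Without DMSO replicate 1 the counts were 203 and 132 for myricetin and 872 and 767 for quercetin. The size of the excess of rises therefore depends on that array. Between both compounds, 114 clusters were higher and 247 lower with myricetin than with quercetin. The split was more even with the passage as a block (323 and 380) and on the 8 arrays of passages 7 and 8 (513 and 564). With myricetin the log2 changes were 5.01 for FABP4, 3.45 for CD36 and 3.31 for MSR1, and -1.70 for the small nucleolar RNA SNORA62. With quercetin they were 6.96 for FABP4, 4.99 for MMP8 and 4.69 for TDO2, and -2.45 for CYP1B1, a target of the aryl hydrocarbon receptor. MMP8 in all 3 DMSO arrays (3.26, 2.75 and 2.47) and FABP4 in those of passages 7 and 8 (2.90 and 2.73) lay below the lower quartile of the array, so the sizes of their changes are uncertain. The 108 calls of myricetin became 335, 55, 172, 11 and 5 without DMSO replicates 1, 2 and 3 and myricetin replicates 1 and 2. The 832 of quercetin became 1639, 256 and 240 without DMSO replicate 1 and quercetin replicates 1 and 2, and the 361 between them 55, 67, 64 and 54 without myricetin replicates 1 and 2 and quercetin replicates 1 and 2. FABP4 with myricetin did not pass without either of the myricetin arrays (adjusted p of up to 0.0727). SNORA62 with myricetin did not pass with the passage as a block (adjusted p = 0.0683), on the 8 arrays of passages 7 and 8, or without DMSO replicate 2, DMSO replicate 3 or either myricetin array (adjusted p over the alternatives 0.0397 to 0.628).

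With punicalagin, both ER chaperones and lysosomal genes, which the paper does not discuss, were higher as groups, with median log2 changes of 0.90 and 0.88. With an estimated correlation the chaperones passed (adjusted p = 0.0464) and the lysosomal genes did not (adjusted p = 0.0761). The adjustment took in groups that the study chose from these arrays, so the call of the chaperones, near the threshold, is uncertain.

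Genes that rose with punicalagin also rose with the other compounds: of the clusters called on all 10 arrays, 91 rose with punicalagin and myricetin and 252 with punicalagin and quercetin, against 3.65 and 23.3 expected if the comparisons were independent, and 69 rose with all 3. In 20 simulations without any effect, with the DMSO arrays shared, no cluster was called in both comparisons of any pair. Since no compound had an effect in them, they do not show how many shared calls the common DMSO arrays add to real effects. All comparisons use the same 3 DMSO arrays. With no DMSO array shared between the comparisons, the correlation of log2 changes ranged from 0.108 to 0.404 for punicalagin and myricetin. It ranged from 0.0999 to 0.354 for punicalagin and quercetin, and from -0.0195 to 0.275 for myricetin and quercetin. Both pairs with punicalagin thus stayed positive, but how much of the correlation the shared arrays give is left open. The simulated arrays had the same spread in every group. The median SD of the real arrays was 0.213 for DMSO, 0.193 for punicalagin, 0.111 for myricetin and 0.0956 for quercetin. Noisier DMSO arrays that are shared can give more correlation than was simulated, so values above the simulated ones decide nothing. Simulated arrays without any effect gave 0.447 for punicalagin and myricetin (highest 0.479), where 0.647 was observed. For punicalagin and quercetin they gave 0.449 (highest 0.477), where 0.493 was observed, and for myricetin and quercetin 0.401 (highest 0.425), where the 0.406 observed was no higher than simulated arrays reach, though the covariance of that pair was 0.0416 against a simulated 0.0188. Against chance values of the DMSO arrays as the source of the calls stands that clusters called with 1 DMSO array held out had median log2 changes of 0.45 to 1.04 with the other compounds against that array alone, against low values of the array of passage 6 in these genes that the same medians for the other DMSO arrays were 0.47 to 1.04, and against a separate handling of the DMSO arrays as the whole cause that 29.0% of the 69 differed between compounds. For the 49 that differed between no compounds, such handling cannot be told apart from a response to all of the compounds, since every treated array is compared with the same DMSO arrays, and a shared response may remain as a hypothesis. The labels and the methods name no such handling, and these 49 include large changes, such as CD36 (20.0-fold, 10.9-fold and 15.8-fold with punicalagin, myricetin and quercetin). The lowest correlation without the array of passage 6, 0.510 for myricetin and quercetin, decides nothing about that array. The other DMSO arrays are still shared, and simulated arrays gave 0.501 for that pair (highest 0.523). For punicalagin and quercetin the correlation without that array was 0.570, which simulated arrays also reached (0.548, highest 0.573). For punicalagin and myricetin it was 0.713, above the simulated 0.547 (highest 0.574), which decides nothing either, given the equal spread of the simulated groups.

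The DMSO array of passage 6, replicate 1, stood apart from the other DMSO arrays, and array weights gave it 0.362, against 0.674 to 1.68 for the others. A culture that had received punicalagin is argued against by its place of 0.218 on a scale from the other DMSO arrays at 0 to the punicalagin arrays at 1. Less advanced differentiation is argued against by a median difference of -0.00287 in the precursor markers and 0.31 in the macrophage markers. Another share of small RNA in this array cannot be told apart from other sources: the median difference of 386 small RNA genes was 0.11 (quartiles -0.16 and 0.38), with 235 higher and 151 lower, and RNU4-2 (3.48), SCARNA8 (2.24), RNU4-1 (1.94) and RNU5D-1 (1.91) were among the 15 genes highest above the other DMSO arrays. Handling and RNA quality of this culture were not measured and stay open. Inflammatory activation stays open too: 31 of 34 genes of NF-kB and inflammation were higher in this array than in the other DMSO arrays, with a median difference of 0.52, but no test of its cause was made. Beyond differentiation and treatment, no biological explanation was tested.

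Metallothionein genes were lower with punicalagin as a group by camera, though not with an estimated correlation (adjusted p = 0.191 with an estimated correlation), and fry, which tests against no change, gave an adjusted p of 0.0534. Of 15 genes in the group, the zinc exporter SLC30A1 among them, 2 passed in their main cluster (6 when adjusted over the list alone), and none without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2. MT2A in cluster 7995783, however, passed whichever array was left out (adjusted p of up to 0.0286). Probes that read several of these similar genes are a possible source of a joint change. The median correlation between their clusters over the 10 arrays was 0.689 (quartiles 0.544 and 0.810), between the values set in advance for and against this source, so that a change in several genes cannot be told apart from a change in 1 gene read by several clusters. Zinc, copper and glucocorticoid signalling are biological explanations that the design does not vary, and they were not tested as causes. Among 17 glucocorticoid targets, MT2A included, 3 fell and 1 rose, and the group did not pass by camera.

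The 494 calls for punicalagin belong to 1 of 10 splits of the 6 arrays. The highest count among the other splits was 4. At an unadjusted p under 0.05, the real split has 2605 clusters and the split that puts the DMSO array of passage 6 with the punicalagin arrays of passages 6 and 7 has 2955. The 10 splits are too few for a share under 0.05.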

How the results depend on the processing

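No test in this part was added after the data had been seen. With n = 3 per group, the number of clusters called is the result that moved most. Against DMSO, punicalagin raised 452 clusters and lowered 42, and none of these 494 changed sign under any alternative. All 10 arrays in 1 fit called 833 higher and 181 lower, and 906 and 236 with the passage as a block. With array weights 734 were higher and 217 lower. The methods' t-test called 24 lower at unadjusted p and fold over 2, and 0 higher and 0 lower at adjusted p, where 2264 clusters had an unadjusted p under 0.05 and the smallest adjusted p was 0.0866. A fold of at least 2 left 18 of the 42 that fell. Testing all 33297 clusters, with or without a symbol, called 196 higher and 10 lower. Other settings lay within 1.5 times of these counts. Leaving out 1 array gave 119 to 519 higher and 5 to 141 lower. The arrays behind this are DMSO replicate 2 (158 and 7 without it), punicalagin replicate 1 (126 and 5) and punicalagin replicate 2 (119 and 8), and for the number that fell also DMSO replicate 1 (141) and DMSO replicate 3 (26). The fit on all 10 arrays has more arrays for the spread and each fit with 1 array left out has fewer. For the other settings the cause was not tested.

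The 100 genes named as changed with punicalagin were read in 103 clusters, with MT2A in 3 and CYP51A1 in 2. Of these 103 clusters, 100 kept their call with the passage as a block, 103 on all 10 arrays, with trend and robust spread, array weights or median centring, 99 with cyclic loess, 96 with quantile normalization and 61 when all clusters were tested. The methods' t-test at adjusted p kept 0 of them, and 96 at unadjusted p and fold over 2. Leaving out 1 array kept 52 to 102, with 60 without DMSO replicate 2, 53 without punicalagin replicate 1 and 52 without punicalagin replicate 2, and 49 kept their call whichever array was left out. No named gene reversed. SLC7A5, which has a log2 change of 2.30, had 2.91 without punicalagin replicate 3. Of 38 gene groups, 19 passed by camera, 8 with an estimated correlation, 13 by fry, which tests against no change, and 19 to 23 under the other settings. The 7 docking receptors, which the study chose, are among these groups and passed in each of these ways. With the passage as a block the hypoxia and glycolysis group also passed (adjusted p = 0.0408, over the alternatives 0.00564 to 0.751), and no other group changed its call with the block.

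Of the variance of the arrays, 34.5% lay on the first component, 30.3% with clusters scaled to unit variance and 22.5% with all 10 arrays. The distance between groups exceeded that within them by 0.00433, and by 0.0205 without the clusters below the median, with the same p of 0.2.

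The 108 calls of myricetin became 227 with the passage as a block, 361 on the 8 arrays of passages 7 and 8, and 271 on these with the block. The 832 of quercetin became 1607 on the 8 arrays, 1354 on these with the block and 410 at a fold of at least 2. Between myricetin and quercetin, 361 became 703 with the block, 1077 on the 8 arrays and 829 on these with the block. Between punicalagin and myricetin, 112 became 18 on the 8 arrays with the block, 53 with trend and robust spread, 66 at a fold of at least 2, 204 with median centring and 206 with cyclic loess. Between punicalagin and quercetin, 830 became 392 at a fold of at least 2. Leaving out 1 array gave 5 to 335 for myricetin, 240 to 1639 for quercetin, 54 to 67 between them, 0 to 361 for punicalagin against myricetin and 66 to 794 for punicalagin against quercetin. In the comparison with myricetin it was 0 by limma without punicalagin replicate 1 or 2 or myricetin replicate 1 or 2, with 2003, 1688, 1327 and 1109 clusters at an unadjusted p under 0.05, and 361 without punicalagin replicate 3. In the comparison with quercetin it was 432 without punicalagin replicate 1 and 66 and 185 without quercetin replicates 1 and 2. For these settings the cause was not tested, apart from the lower number of arrays.

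Signal over background limits dim clusters. Of the 494 calls, 482 were in clusters above the lowest quartile of intensity and 417 above the median.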

Differences from the paper's values

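No test in this part was chosen after the result was seen. The paper's fold change of MT2A is -10.6361, and the value here is -3.10 in cluster 8095362, the cluster with the highest signal. In cluster 8095376 the value is -2.58. Under all of the alternatives set before the data were examined, both of these clusters stay apart from the paper's value. In cluster 7995783, which also reads MT2A, the value is -11.1, and it lies within the paper's under every alternative. The other 17 fold changes of Tables 2 and 3 that could be set beside a cluster lay within 1.5 times of the paper's, among them SLX9, which the paper lists as FAM207A (-2.11 in its main cluster, -1.65 there without DMSO replicate 2, and -2.71 in its second, the paper's -2.72934), FABP4 (39.3, the paper's 39.7893) and PLAGL1 (-2.62, the paper's -2.62005).

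The paper counts 347 genes up and 26 down, at p under 0.05 and fold change over 2 in its results, while its methods state a false discovery rate of 0.05 with a fold of 2. At the first of these criteria the methods' t-test gives 350 and 24 clusters and limma 377 and 32. At the second the methods' t-test gives 0 and 0, with 2264 clusters at an unadjusted p under 0.05, and limma gives 302 and 18. Clusters were counted here and genes in the paper. In Supplementary Table S1, 389 rows with 374 symbols are listed, of which 351 could be matched. All 351 had the same direction, and 294 of them passed the adjusted threshold of limma. In the 335 rows with a single cluster the correlation of the log2 changes was 0.997 and the median difference 0.0335.

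The paper states rises of over 10-fold for a group of genes that includes LPL and TDO2. The values here are 9.89 and 8.60, and Table 2 of the paper gives 10.0902 and 8.73151. FABP4, CD36 and MSR1, the others of that group, rose 39.3-fold, 20.0-fold and 16.5-fold. The paper detects no outlier among the arrays by principal components, whereas the DMSO array of passage 6 scored -72.8 on the first component and all other arrays of the 6 between 6.59 and 32.7. The shares of the first 3 components in Fig. 1 were read by eye as about 30%, about 25% and about 20%. With centred values they are 34.5%, 29.7% and 16.4% here, and with clusters scaled to unit variance 30.3%, 24.8% and 19.6%, which match the numbers that the figure prints. With that scaling the DMSO array of passage 6 scored -200 on the first component and the other 5 arrays between 6.37 and 73.2.

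The paper reads its data as a reduction of proliferation, migration and adhesion, from named genes, pathway analysis and earlier studies. The gene groups here do not repeat that pathway analysis, and RNA of PMA-treated cells does not measure these processes. Here 5 of 20 genes of chemotactic receptors and migration and 6 of 27 genes of integrins and adhesion rose and 0 fell in either group by limma (at an unadjusted p under 0.05, 0 and 1 were lower, by limma as by the methods' t-test), and of 32 proliferation genes 0 passed by limma, with 0 at an unadjusted p under 0.05 by limma and by the methods' t-test.

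Some genes that the paper lists as changed did not pass here, and other settings call them. With the passage as a block APOE, LY96, MT1X, HRH1, ICAM2, ITGA4, ITGA6 and the second cluster of SLX9 passed (adjusted p = 0.0159 for the last, over the alternatives 0.00223 to 0.442). On all 10 arrays these passed as well, as did CYBB (adjusted p = 0.0207, over the alternatives to 0.396), ITGAL (0.0120, over the alternatives 0.0112 to 0.352), SNORD1A (0.0464, over the alternatives 0.0263 to 0.435) and the main cluster of SLX9 (0.0342, over the alternatives 0.0166 to 0.469). PIM2 passed on all 10 arrays with the block alone (0.0457, over the alternatives to 0.487). At an unadjusted p under 0.05 and fold of at least 2, limma calls APOE, LY96, HRH1, CYBB, ITGA4, ITGA6, ITGAL, SNORD1A and both clusters of SLX9. The methods' t-test at the paper's criteria calls all of these except the main cluster of SLX9. Array weights call APOE, LY96, HRH1, ICAM2, ITGA6, ITGAL, CYBB, SNORD1A and SLX9. ICAM2 and LY96 also pass with trend and robust spread, LY96 and ITGAL with median centring, ICAM2 and ITGAL with cyclic loess, ICAM2, ITGA6 and ITGAL without the clusters of the lowest quartile, and these and HRH1 without those below the median. Without DMSO replicate 1, APOE, HRH1, ITGA6 and both clusters of SLX9 pass (adjusted p of 0.0276, 0.0229, 0.0293, 0.0195 and 0.0126). Without DMSO replicate 3, ITGA4 and ITGAL pass (0.00925 and 0.0166), and without punicalagin replicate 3, APOE, LY96, HRH1, ICAM2, ITGA6, CYBB and SNORD1A (0.0263, 0.00642, 0.0233, 0.0234, 0.0434, 0.0290 and 0.0263). MT1X and PIM2 do not pass whichever array is left out.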

Other observations

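No test in this part was chosen after the result was seen. Chaperones and enzymes that fold proteins in the ER rose with punicalagin. Of 21 genes of ER chaperones and of targets of XBP1 and ATF6, 13 passed, each of them higher (19 when adjusted over the list alone), with a median log2 change of 0.90 (camera adjusted p = 5.25e-26, and adjusted p = 0.0464 with an estimated correlation). PDIA4, a protein disulfide isomerase, rose 2.67-fold (log2 change 1.42, standard error 0.14, adjusted p = 0.00244), HSPA5, the ER chaperone BiP, 2.58-fold (log2 change 1.37, standard error 0.17, adjusted p = 0.00589) and PDIA6 2.27-fold (adjusted p = 0.00446), each in 3 of 3 passages and whichever array was left out. HERPUD1 rose 2.19-fold (adjusted p = 0.0428), but did not pass with the passage as a block (adjusted p = 0.0668) or without DMSO replicate 1, DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.189). The 13 became 4, 7, 3 and 4 without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 and punicalagin replicate 2. Targets of ATF4 and amino acid transporters had a median log2 change of 0.66 over 23 genes, of which 2 passed, both higher (9 when adjusted over the list alone; camera adjusted p = 7.94e-13, and adjusted p = 0.173 with an estimated correlation). With 1 array left out this median lay between 0.44 and 1.09. SLC7A5, a transporter of large neutral amino acids, rose 4.93-fold (standard error of the log2 change 0.45, adjusted p = 0.0344) and SLC1A4, which carries alanine and serine, 2.59-fold (adjusted p = 0.0125). No gene of this list passed without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2, 1 passed without DMSO replicate 3, and 11 passed without punicalagin replicate 3. For SLC7A5 and SLC1A4 the adjusted p rose up to 0.189 and 0.0839.

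Lysosomal genes rose as well, 14 of 33 past the threshold and each of them higher (28 when adjusted over the list alone), with a median log2 change of 0.88 (camera adjusted p = 5.71e-29, and adjusted p = 0.0761 with an estimated correlation). LIPA, the acid lipase that frees cholesterol from its esters, rose 4.35-fold (log2 change 2.12, standard error 0.25, adjusted p = 0.00390), CTSC, cathepsin C, 3.99-fold (log2 change 2.00, standard error 0.16, adjusted p = 8.38e-04), SCARB2, a receptor that delivers an enzyme to lysosomes, 2.85-fold (adjusted p = 0.00259) and ASAH1, acid ceramidase, 2.65-fold (adjusted p = 0.00291). These passed whichever array was left out, while the 14 became 7, 8, 5 and 6 without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 and punicalagin replicate 2.

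Markers of other cell states did not pass as groups with punicalagin. The 18 measured genes of myeloid precursors had a median log2 change of 0.00 (camera adjusted p = 0.0893), with SPN higher (1 gene, 2 when adjusted over the list alone), and passed without DMSO replicate 3 (adjusted p = 0.0286) or punicalagin replicate 2 (adjusted p = 0.0497). SPN did not pass without DMSO replicate 2, punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.105). Among 18 dendritic cell genes CD83 rose (1, and 2 when adjusted over the list alone; median -0.02, where camera gives the direction as up with adjusted p = 0.631), though not without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.0926). Among 19 genes of alternative activation FCER2 and CTSC rose (2, and 2 when adjusted over the list alone; median -0.02, camera up with adjusted p = 0.208). That list passed without DMSO replicate 1 (adjusted p = 0.0270), without the clusters of the lowest quartile (0.0244) and without those below the median (0.00180). FCER2 did not pass without punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.0843). Of 12 osteoclast genes ATP6V0D2 rose (1, and 2 higher and 1 lower when adjusted over the list alone; median 0.20, camera adjusted p = 0.0740, and 0.0269 without DMSO replicate 2). ATP6V0D2 did not pass without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.111). Lymphocyte genes, 13 in number, had a median of -0.07 (camera up, adjusted p = 0.887), with GNLY higher (1, and 1 when adjusted over the list alone), a call lost without any of the 6 arrays but DMSO replicate 1 (adjusted p of up to 0.198). Of 15 genes of fibroblasts and endothelial cells PECAM1 and TIE1 rose (2, and 2 when adjusted over the list alone; median 0.05, camera adjusted p = 0.0756, and 0.00706 without punicalagin replicate 2, 0.0499 with cyclic loess and 0.0151 without the clusters below the median). TIE1 did not pass without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.153), while PECAM1 passed whichever array was left out.

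Stress and control lists moved little with punicalagin. Of 14 cytosolic heat shock genes HSPA4L fell (1, and 1 when adjusted over the list alone; median -0.20, camera adjusted p = 0.0602). The list passed without DMSO replicate 2 (adjusted p = 0.00613), DMSO replicate 3 (0.0188) or punicalagin replicate 2 (4.36e-04), and with quantile normalization (0.0449) or cyclic loess (0.0169). Without DMSO replicate 1 its median was -0.01 (camera adjusted p = 0.623). In that array 13 of the 14 genes were above the other DMSO arrays, by a median of 0.46, so the lower median rests largely on it. HSPA4L did not pass without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 or punicalagin replicate 3 (adjusted p of up to 0.206). Targets of the aryl hydrocarbon receptor, 10 in number, had a median of -0.06 (camera up, adjusted p = 0.571), with SLC7A5 as the 1 that passed (3 when adjusted over the list alone). For 17 genes of hypoxia and glycolysis the median was -0.06, where camera gives the direction as up (adjusted p = 0.0918), and the list passed without DMSO replicate 1 (0.00985) or punicalagin replicate 3 (0.00564). ADM rose 2.35-fold in it (1, and 1 when adjusted over the list alone; adjusted p = 0.0150), but not without punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.0577). Of 17 immediate early genes NR4A2 fell (1, and 1 higher and 3 lower when adjusted over the list alone; median -0.17, camera adjusted p = 0.241, and 0.00992 without DMSO replicate 3). Without DMSO replicate 1 their median was 0.01, with the direction up (camera adjusted p = 0.882). In that array 15 of the 17 were above the other DMSO arrays, by a median of 0.60. Of 11 housekeeping genes TFRC rose (1, and 3 when adjusted over the list alone; median 0.03, camera adjusted p = 0.0619, and 0.0313 without punicalagin replicate 1 and 0.0102 without punicalagin replicate 3), a call lost without DMSO replicate 2, DMSO replicate 3, punicalagin replicate 1 or punicalagin replicate 2 (adjusted p of up to 0.107). Of 17 p53 targets 0 passed by limma (0 when adjusted over the list alone; 1 higher and 1 lower at an unadjusted p under 0.05, and the same counts by the methods' t-test; median -0.05, camera adjusted p = 0.909). GDF15 among them had an adjusted p of 0.0865, and 0.00699 with the passage as a block (over the alternatives to 0.463), and it passed without DMSO replicate 1 (0.0126) or punicalagin replicate 3 (0.0495). Ribosomal protein genes, 61 in number, gave 0 by limma (0 when adjusted over the list alone; 1 higher and 0 lower at an unadjusted p under 0.05 by limma and by the methods' t-test; median 0.06, camera adjusted p = 0.165, and 2.16e-05 without DMSO replicate 1 and 0.0227 without punicalagin replicate 3). Of 386 small RNA genes 0 passed by limma (0 when adjusted over the list alone; 8 higher and 13 lower at an unadjusted p under 0.05, and 4 and 13 by the methods' t-test; median -0.06, camera adjusted p = 0.573), with 2 higher and 1 lower without DMSO replicate 1, 1 higher without DMSO replicate 3 and 6 lower without punicalagin replicate 3. The 58 replication histones gave 0 by limma (0 when adjusted over the list alone; 0 higher and 5 lower at an unadjusted p under 0.05, and 0 and 2 by the methods' t-test; median -0.03, camera adjusted p = 0.221, and 0.0374 without DMSO replicate 2).

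Myricetin, given to 2 cultures, raised CEMIP and MTUS1 by log2 changes of 3.07 and 2.79 (adjusted p = 9.87e-04 and 2.75e-04), and these 2 genes, CD36, MSR1 and SLC11A1 passed whichever array was left out. LPL and TDO2 rose by 1.94 and 2.72 and CD44 fell by 0.89 on the log2 scale, but these did not pass without DMSO replicate 2, myricetin replicate 1 or myricetin replicate 2 (adjusted p of up to 0.252, 0.435 and 0.345). Of 17 PPARG targets 6 passed, each of them higher (9 when adjusted over the list alone; median 0.51, camera adjusted p = 7.16e-14), and 2 and 1 passed without myricetin replicates 1 and 2. All 34 genes of NF-kB and inflammation had a negative change (median -0.30, camera adjusted p = 3.69e-11, and adjusted p = 0.183 with an estimated correlation). Of the 34, 31 were above the other DMSO arrays in the DMSO array of passage 6, DMSO replicate 1, by a median of 0.52, and without that array the median change was -0.19 (camera adjusted p = 6.45e-05), with 2 genes lower. Without DMSO replicate 3 it was -0.54, with 3 lower. Of 58 replication histones 1 fell (3 when adjusted over the list alone; median -0.21, camera adjusted p = 1.06e-09), and 5 fell without DMSO replicate 1 and none without myricetin replicate 1 or 2.

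Quercetin, also given to 2 cultures, raised TGFB3 by 4.15, MMP1 by 3.60, MMP10 by 3.49 and NR1H3 by 2.97 on the log2 scale, and S100A4 fell by 1.99 and TIPARP by 1.72, all of which passed whichever array was left out. ALOX5AP fell by 2.14, but did not pass without quercetin replicate 2 (adjusted p = 0.0776). Of 20 matrix proteases and their inhibitors 11 passed, each of them higher (13 when adjusted over the list alone; median 1.05, camera adjusted p = 4.16e-17). Among 26 interferon response genes 6 rose and 1 fell (12 and 1 when adjusted over the list alone; median 0.41, camera adjusted p = 5.31e-09, and adjusted p = 0.0890 with an estimated correlation), and 2 and 1 rose and none fell without quercetin replicates 1 and 2. Of 58 replication histones 9 fell (10 when adjusted over the list alone; median -0.34, camera adjusted p = 2.04e-10), and 1 fell without quercetin replicate 1 and 1 without quercetin replicate 2.

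Myricetin and quercetin are both flavonols, and myricetin has 1 more hydroxyl group on the B ring. The doses are not given, so the differences below compare treatments as they were given. With myricetin, MMP10 was lower than with quercetin by a log2 change of -3.83 (95% interval -4.38 to -3.27), MMP8 by -3.36 (-3.93 to -2.79) and TGFB3 by -3.07 (-3.44 to -2.69), while S100A4 was higher by 2.20 (1.69 to 2.71) and CYP1B1 by 2.04 (1.61 to 2.47), and each of these passed whichever array was left out. STC1 was lower by -3.46 (-4.95 to -1.97), and did not pass without any 1 of the 4 arrays (adjusted p of up to 0.242). Several genes raised by both did not differ by the test: CD36 (-0.53, 95% interval -1.15 to 0.08), MSR1 (-0.24, -1.01 to 0.53), CEMIP (-0.08, -0.73 to 0.56), LPL (-0.60, -1.30 to 0.09) and FABP4 (-1.95, -3.28 to -0.62, adjusted p = 0.152). A p that misses the threshold does not show that they act alike. Of 26 interferon response genes 7 were lower with myricetin (15, and 1 higher, when adjusted over the list alone; median -0.55, camera adjusted p = 4.39e-13, and adjusted p = 0.326 with an estimated correlation), and 1, 4, 3 and 1 without myricetin replicates 1 and 2 and quercetin replicates 1 and 2.

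Punicalagin differed from myricetin in GPC4 (log2 difference 1.61, 95% interval 1.17 to 2.06), LIPA (1.49, 0.94 to 2.05), EBP (1.44, 0.97 to 1.91), HSPA5 (1.39, 0.95 to 1.83) and LRP1 (1.33, 0.98 to 1.69). None of these passed without punicalagin replicate 1, punicalagin replicate 2, myricetin replicate 1 or myricetin replicate 2 (adjusted p of up to 0.576 for LIPA and 0.456 for the others). Of 21 ER chaperone genes 10 were higher with punicalagin than with myricetin (18 when adjusted over the list alone) and of 33 lysosomal genes 8 (26 when adjusted over the list alone), again with no call without any 1 of these 4 arrays, and with 13 and 18 without punicalagin replicate 3. With the passage as a block these counts were 4 and 4, on the 8 arrays of passages 7 and 8 they were 7 and 5, and on these with the block 0 and 0 by limma (19 and 26 at an unadjusted p under 0.05). NR1H3 did not differ by the test (0.03, 95% interval -0.27 to 0.33). Against quercetin, punicalagin gave higher CYP1B1 (2.46, 95% interval 2.07 to 2.85) and GPC4 (2.44, 2.00 to 2.88), and lower TGFB3 (-2.73, -3.07 to -2.39) and MMP8 (-3.37, -3.89 to -2.85), each whichever array was left out. Of 34 genes of NF-kB and inflammation 11 were lower with punicalagin than with quercetin (18 when adjusted over the list alone; median -0.59, camera adjusted p = 6.07e-11, and adjusted p = 0.297 with an estimated correlation), and 4, 5, 6, 1 and 2 without punicalagin replicates 1, 2 and 3 and quercetin replicates 1 and 2.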
